# The Gridlock transcriptional repressor impedes vertebrate heart regeneration by restricting expression of lysine methyltransferase

**DOI:** 10.1242/dev.190678

**Published:** 2020-09-28

**Authors:** Peilu She, Huifang Zhang, Xiangwen Peng, Jianjian Sun, Bangjun Gao, Yating Zhou, Xuejiao Zhu, Xueli Hu, Kaa Seng Lai, Jiemin Wong, Bin Zhou, Linhui Wang, Tao P. Zhong

**Keywords:** Grl, Hey2, Heart regeneration, Cardiomyocyte proliferation, Lysine methyltransferase, Zebrafish

## Abstract

Teleost zebrafish and neonatal mammalian hearts exhibit the remarkable capacity to regenerate through dedifferentiation and proliferation of pre-existing cardiomyocytes (CMs). Although many mitogenic signals that stimulate zebrafish heart regeneration have been identified, transcriptional programs that restrain injury-induced CM renewal are incompletely understood. Here, we report that mutations in *gridlock* (*grl*; also known as *hey2*), encoding a Hairy-related basic helix-loop-helix transcriptional repressor, enhance CM proliferation and reduce fibrosis following damage. In contrast, myocardial *grl* induction blunts CM dedifferentiation and regenerative responses to heart injury. RNA sequencing analyses uncover Smyd2 lysine methyltransferase (KMT) as a key transcriptional target repressed by Grl. Reduction in Grl protein levels triggered by injury induces *smyd2* expression at the wound myocardium, enhancing CM proliferation. We show that Smyd2 functions as a methyltransferase and modulates the Stat3 methylation and phosphorylation activity. Inhibition of the KMT activity of Smyd2 reduces phosphorylated Stat3 at cardiac wounds, suppressing the elevated CM proliferation in injured *grl* mutant hearts. Our findings establish an injury-specific transcriptional repression program in governing CM renewal during heart regeneration, providing a potential strategy whereby silencing Grl repression at local regions might empower regeneration capacity to the injured mammalian heart.

## Abstract (precis)

**Highlighted Article:** Novel mechanisms of the Grl-Smyd2 network govern vertebrate CM renewal and heart regeneration, which might be relevant in developing strategies for regeneration interventions in humans.

## INTRODUCTION

The human heart has limited capacity to regenerate new cardiac muscle after myocardial injury. Instead, impaired myocardium is replaced by fibrotic scar, eventually leading to heart failure (Tzahor and Poss, 2017; Xin et al., 2013). By contrast, zebrafish heart possesses natural regeneration capacity by dedifferentiation and proliferation of pre-existing cardiomyocytes (CMs) after injury (Jopling et al., 2010; Kikuchi et al., 2010; Li et al., 2015). Hearts of mice can regenerate if injured in the few days after birth, which coincides with the transient capacity for CM proliferation (Porrello et al., 2011). The limited regenerative potential in the adult mammalian heart can be ascribed to cell-intrinsic barriers or molecular blocks that prevent CMs from entering proliferation and completing cytokinesis after damage (González-Rosa et al., 2018; Li et al., 2015; Tzahor and Poss, 2017). Various mitogenic factors and signaling pathways have been identified as initiating and achieving heart regeneration (Fang et al., 2013; Han et al., 2019; Harrison et al., 2019; Kikuchi et al., 2011; Marin-Juez et al., 2016; Mohamed et al., 2018; Monroe et al., 2019; Wu et al., 2016; Zhao et al., 2019). However, transcriptional programs and epigenetic signaling that serve as roadblocks to limit injury-induced CM renewal are incompletely understood.

Gridlock (Grl; also known as Hey2) is a basic helix-loop-helix (bHLH) transcriptional repressor belonging to the Hesr (Hairy/Enhancer-of-split related) family (also known as Hey or Hrt family) containing Hey1, Grl and HeyL, which play important functions via diverse mechanisms involving vascular, myocardial, endocardial and neuronal tissues during development (Fischer et al., 2002; Nakagawa et al., 1999; Sakamoto et al., 2003; Zhong et al., 2000). Hey proteins mediate transcriptional repression by directly binding an E-box DNA motif, and can repress GATA-mediated transcription via physically interacting with GATA factors (Heisig et al., 2012; Jia et al., 2007; Kathiriya et al., 2004). We and others previously reported that Grl and Hey1 regulate arterial-venous differentiation in zebrafish and mice (Fischer et al., 2004; Zhong et al., 2001). Grl also contributes to zebrafish heart development by limiting expansion of cardiac progenitor cells (CPC) and embryonic CMs (Gibb et al., 2018; Jia et al., 2007). During cardiovascular development, Hey family genes function in response to Notch signaling, including atrioventricular boundary formation, arterial-venous differentiation and possible trabecular specification (Fischer et al., 2004; Koibuchi and Chin, 2007; Kokubo et al., 2007; Miao et al., 2018; Rutenberg et al., 2006; Tian et al., 2017; Xin et al., 2007; Zhong et al., 2001). In humans, HEY2 variants are associated with Brugada syndrome, a rare disease with high risk of sudden cardiac death (Bezzina et al., 2013). Although Hey proteins play pivotal roles during cardiovascular development and potential human disease, their functions in heart regeneration have not been investigated and remain unknown.

Lysine methylation is a widespread post-translational modification (Biggar and Li, 2015; Black et al., 2012). The Smyd family (Smyd1-Smyd5), containing SET and MYND domains, represents a novel class of lysine methyltransferases (KMTs) with a dual function in histone and non-histone methylation (Spellmon et al., 2015). Smyd2 methylates H3K4 to promote gene transcriptional activation, and its histone methyltransferase activity can be enhanced by interaction with HSP90α (Abu-Farha et al., 2008). By contrast, trimethylation of histone H4K20 by Smyd5 represses gene expression (Stender et al., 2012). Importantly, Smyd2 can methylate non-histone substrates during cell cycle progression, cell survival, apoptosis and other events (Gao et al., 2017; Li et al., 2017; Saddic et al., 2010).

In this study, we reveal cell-autonomous effects of Grl on regulation of myocardial regeneration using loss-of-function and conditional gain-of-function studies. Grl functions as a negative regulator by restraining injury-induced CM dedifferentiation and proliferation. We identify KMT Smyd2 upregulation at the injured myocardium as a direct target of Grl. Smyd2 induction, triggered by injury-induced Grl reduction, is required for CM proliferation during regeneration. Our findings reveal novel roles and mechanisms of the Grl-Smyd2 network in governing vertebrate CM renewal and heart regeneration.

## RESULTS

### Cardiac injury triggers a *grl* dynamic expression pattern

To define the spatiotemporal expression pattern of *grl* during adult heart regeneration, we generated *grl* reporter lines *Tg(grl:EGFP)* and *Tg(grl:mCherry)* in zebrafish, where EGFP and mCherry were driven by *grl* promoter-based upstream region. In the adult heart, *grl*:EGFP expression was detectable throughout the myocardium labeled by myocyte enhance factor 2 (Mef2) and enriched in the primordial myocardial layer (PML) (Fig. 1A,A1; Fig. S1A,B). *grl*:EGFP was also overlapped with myosin heavy chain (MHC) that marked the CM cytoplasm (Fig. 1B-D). *In situ* hybridization (ISH) analyses validated *grl* expression throughout the myocardium, with enrichment in the PML (Fig. 1E). Although *grl* was expressed in the arterial endothelium of aortae during embryogenesis (Jia et al., 2007; Li et al., 2020; Rowlinson and Gering, 2010; Satow et al., 2001; Zhong et al., 2000), *grl*:EGFP was absent in the endocardium or coronary vascular endothelium lining with *flk1*:mCherry expression in the adult heart (Fig. 1F-H). Furthermore, *Tg(grl:mCherry)* transgenic hearts displayed no colocalization of mCherry with the epicardial marker *tcf21*:nucEGFP (Fig. S1C). *grl*:EGFP was also absent in the epicardium marked by injury-induced Raldh2 protein (Fig. S1D). These findings indicate that the myocardium is the primary source of Grl under homeostatic conditions.

**Fig. 1.**
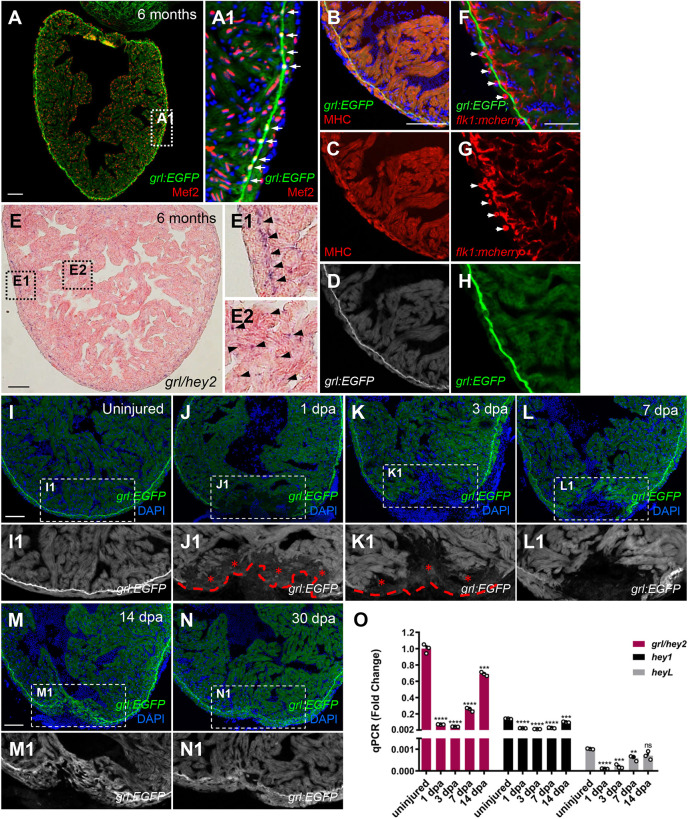
**Reduction of myocardial *grl* correlates with regenerative responses of the zebrafish heart to injury.** (A-D) *grl*:EGFP (green or white) overlaps with a nuclear CM marker Mef2 (red) (A) and a cytoplasmic CM marker MHC (red) (B-D). (A1) Enlarged image of the dashed box in A. Arrows indicate the *grl*-enriched primordial layer (PML). (E) ISH for *grl* displays enriched expression in the PML and its expression throughout the myocardium in adult zebrafish hearts. (E1) Higher-magnification image of the dashed box in E; arrowheads point to the *grl*-enriched PML. (E2) Enlarged image of the dashed box in E; arrowheads point to *grl* expression in the myocardium. (F-H) *grl*:EGFP (green) does not colocalize with endocardial or coronary endothelial cells marked by *flk1:*mCherry (red) in adult *Tg(grl:EGFP;flk1:mCherry)* hearts. Arrows indicate the circular coronary vessels. (I-N) *Tg(grl:*EGFP*)* adult heart show *grl*:EGFP (green) expression in uninjured and regenerating ventricles. (I1-N1) Higher-magnification images of the dashed boxes in I-N. Red dashed line indicates approximate plane of resection. Red asterisks mark decreased expression of *grl*:EGFP in the injury border zone. (O) Expression of *grl*, *hey1*, and *heyL* were examined using qPCR analyses in uninjured and regeneration ventricular samples. Expression levels were normalized to that of *β-actin* and further normalized to that of *grl* in uninjured sample (*n*=3). Data presents as mean±s.e.m. **P<0.01, ***P<0.001, ****P<0.0001, Student's *t*-test (unpaired, two-tailed). Scale bars: 100 µm (A-E, I-N); 50 µm (F-H).

To explore the injury response of *grl* during zebrafish heart regeneration, we performed ventricular apex resection using *Tg(grl:EGFP)* animals and investigated *grl* temporal expression profiles from injury onset until 30 days post amputation (dpa). We observed that EGFP fluorescence was reduced at the apical edge of the injured myocardium labeled by Mef2 at 1 dpa (Fig. 1J,J1; Fig. S1I,J) and declined to the lowest level at 3 dpa (Fig. 1K,K1), compared with uninjured hearts (Fig. 1I,I1). Thereafter, *grl*:EGFP increased to some extent at the injured myocardial cell edge at 7 dpa (Fig. 1L,L1;M,M1) and gradually returned to the uninjured level with formation of the PML from 14 dpa to 30 dpa (Fig. 1N,N1). Consistent with *grl*:EGFP expression, quantitative PCR (qPCR) analyses indicated a great reduction in *grl* expression at 1 dpa, which reduced to the lowest level at 3 dpa (Fig. 1O). Although *grl* expression increased to some extent at 7 dpa, it was still reduced by 75% compared with the uninjured level (Fig. 1O). Reduced expression of other Hey family genes, *hey1* and *heyL*, was also detectable by qPCR. Expression of *heyL* was much lower than that of *hey1*, despite extremely low expression of both genes (Fig. 1O). We noticed that the increased level of *grl:*EGFP transgene at 7 dpa seemed to be much higher than that in *grl* transcripts measured by qPCR (Fig. 1L,O). These differences might be because the 7.8 kb upstream region in the *grl*:EGFP transgene does not fully reflect the endogenous *grl* transcripts during regeneration. Indeed, our ISH analyses revealed a discernible increase in *grl* transcripts at the injury site at 14 dpa rather than 7 dpa (Fig. S1G,H), consistent with qPCR analyses. Collectively, our findings indicate that the reduced expression of myocardial *grl* correlates with the regenerative responses of the zebrafish heart to injury.

### Mutations in *grl* augment heart regeneration by reducing fibrotic scars and enhancing CM proliferation

To investigate the effects of *grl* loss of function on heart regeneration, we generated zebrafish nonsense mutations in *grl* using the CRISPR/Cas9 technique, as a previous *grl^m145^* mutant caused a point mutation of the terminator codon that is predicted to produce an extended protein with some residue activity (Zhong et al., 2000). Single guide RNA (sgRNA) was designed to target the first exon of *grl* (Fig. 2A). Two *grl* deletion mutations, *grl^5nt−/−^* mutants with a 5-nuleotide deletion and *grl^19nt−/−^* mutants with a 19-nuleotide deletion, were identified (Fig. 2B). These mutants were predicted to produce a premature stop codon and encode a truncated peptide containing 4 amino acids in *grl^5nt−/−^* mutants or 29 amino acids in *grl^19nt−/−^* mutants, both of which lack the bHLH, Orange and YRPW domains (Fig. S2A). Some mutants survived to adulthood and were fertile. Considering that *grl^5nt−/−^* is almost a null mutation, we chose *grl^5nt−/−^* mutants to test the effects of *grl* loss of function on heart regeneration (Fig. S2B). Hearts from 5-month-old *grl^5nt−/−^* mutants were subjected to ventricular resection and then assayed for fibrin and fibrotic scar tissue using acid fuchsin-orange G (AFOG) staining at 30 dpa (Fig. 2C). We observed that more *grl^5nt−/−^* mutant hearts contained large cardiac myofiber deposits and minimal fibrin or collagen deposits than injured wild-type (WT) sibling hearts in wound regions at 30 dpa (Fig. 2D-G). Therefore, the *grl* mutant enhances cardiac muscle regeneration and reduces fibrotic scarring.

**Fig. 2.**
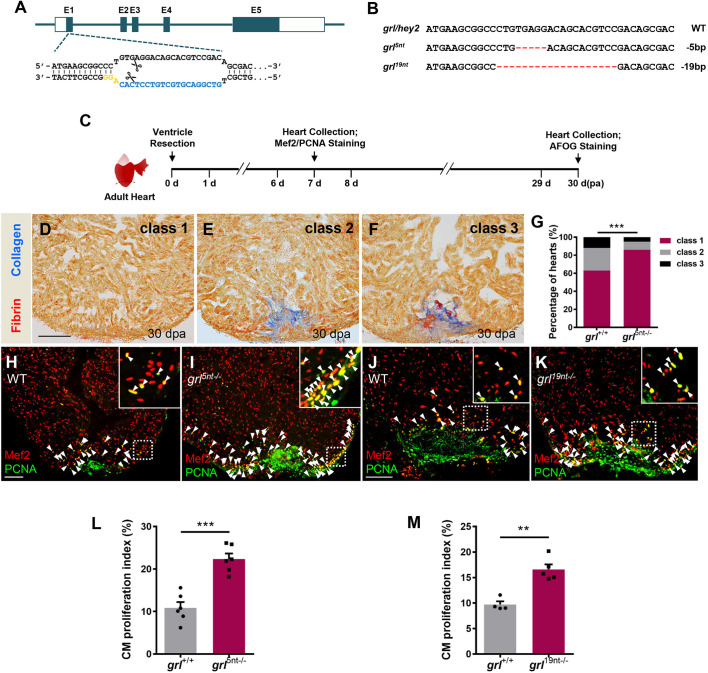
**Mutations in Grl lead to enhanced CM proliferation and reduced fibrotic scar tissue following injury.** (A) The sgRNA target sequence of the *grl* allele (blue) and the PAM (yellow) designed in the first exon of *grl* for mutation generation. (B) Targeted deletion mutations induced by CRISPR/Cas9 technique at the *grl* genes. The WT sequence is shown at the top. Deletions are shown as red dashes. The mutation deletion is indicated at the right of each sequence. (C) Experimental design for PCNA and Mef2 immunostaining and fibrotic scar (AFOG) analysis. (D-F) Representative AFOG staining images (blue for collagen, red for fibrin) of injured ventricles from WT sibling and *grl^5nt−/−^* fish at 30 dpa, scored as ‘class 1’ (complete regeneration) (D), ‘class 2’ (partial regeneration) (E) and ‘class 3’ (blockade in regeneration) (F). (G) Quantification of regenerative status of ventricles from WT sibling fish (*n*=6, sections=194) and *grl^5nt^*^−/−^ fish (*n*=8, sections=288) at 30 dpa. Heart sections were scored according to the criteria described in Materials and Methods. Histograms show the percentage of heart regeneration represented by each score for each group. ***P<0.001, Chi-square test. (H-K) Section images of injured ventricles from WT (H) and mutant *grl^5nt^*^−/−^ fish (I), as well as WT (J) and *grl^19nt−/−^* fish (K) at 7 dpa, stained with anti-PCNA (green) and anti-Mef2 (red) antibodies. Insets show higher-magnification images of the dashed boxes. Arrowheads indicate proliferating CMs. (L) Quantification of CM proliferation indices in 7 dpa ventricles of *grl*^+/+^ (*n*=6) and *grl^5nt^*^−/−^ fish (*n*=6). ***P<0.001, Student's *t*-test (unpaired, two-tailed). (M) Quantification of CM proliferation indices in 7 dpa ventricles of *grl*^+/+^ (*n*=4) and *grl^19nt^*^−/−^ fish (*n*=5). **P<0.01, Student's *t*-test (unpaired, two-tailed). Data presents as mean±s.e.m. Scale bars: 100 µm.

We next assessed injury-induced CM proliferation in *grl^5nt−/−^* mutant hearts by conducting immunostaining of the DNA replication marker proliferating cell nuclear antigen (PCNA) and CM marker Mef2 following ventricular resection (Fig. 2C). We observed that PCNA-positive CMs were markedly increased in *grl^5nt−/−^* hearts in comparison to injured WT sibling hearts (Fig. 2H,I). Quantification revealed that the CM proliferation index (number of PCNA^+^Mef2^+^ cells/number of Mef2^+^ cells) was significantly increased by 105% in *grl^5nt−/−^* mutant hearts compared with control hearts (Fig. 2L). Similarly, in *grl^19nt−/−^* mutants the CM proliferation index was elevated by 70% over control hearts (Fig. 2J,K,M). In contrast, the coronary vasculature was not impaired in *grl^5nt−/−^* mutant hearts (Fig. S2C,D). Collectively, these findings demonstrate that mutations in *grl* enhance injury-induced CM proliferation.

### Myocardial-specific *grl* induction in the adult heart impairs injury-induced CM dedifferentiation and proliferation

To define the potential contribution of *grl* gain of function during heart regeneration, we created a transgenic strain of zebrafish that enabled inducible expression of *grl* in CMs [*Tg(cmlc2:loxP-nlsmCherry-STOP-loxP-grl-EGFP)*, hereafter referred to as *Tg(cmlc2:nRSGG)*] (Fig. 3A). We crossed *Tg(cmlc2:nRSGG)* zebrafish with *Tg(cmlc2:CreER)* animals, in which Cre recombinase fused with estrogen receptor (ER) is under the control of the *cmlc2* promoter, permitting Cre-mediated recombination in CMs after 4-hydroxytamoxifen (4-HT) treatment (Kikuchi et al., 2010) (Fig. 3A). To test whether the inducible system works, we administrated 4-HT to *Tg(cmlc2:CreER;cmlc2:nRSGG)* and *Tg(cmlc2:nRSGG)* control animals aged 5 months. Following 4-HT treatment, Grl-EGFP signals were detectable in CM nuclei, which overlapped with nucleus-localized mCherry proteins, in *Tg(cmlc2:CreER;cmlc2:nRSGG)* hearts (Fig. 3C). In contrast, control *Tg(cmlc2:nRSGG)* hearts exhibited only mCherry nuclear signals in CMs (Fig. 3B). ISH analyses also validated abundant *grl* transcripts over the whole myocardium in *Tg(cmlc2:CreER;cmlc2:nRSGG)* hearts compared with controls (Fig. 3D,E).

**Fig. 3.**
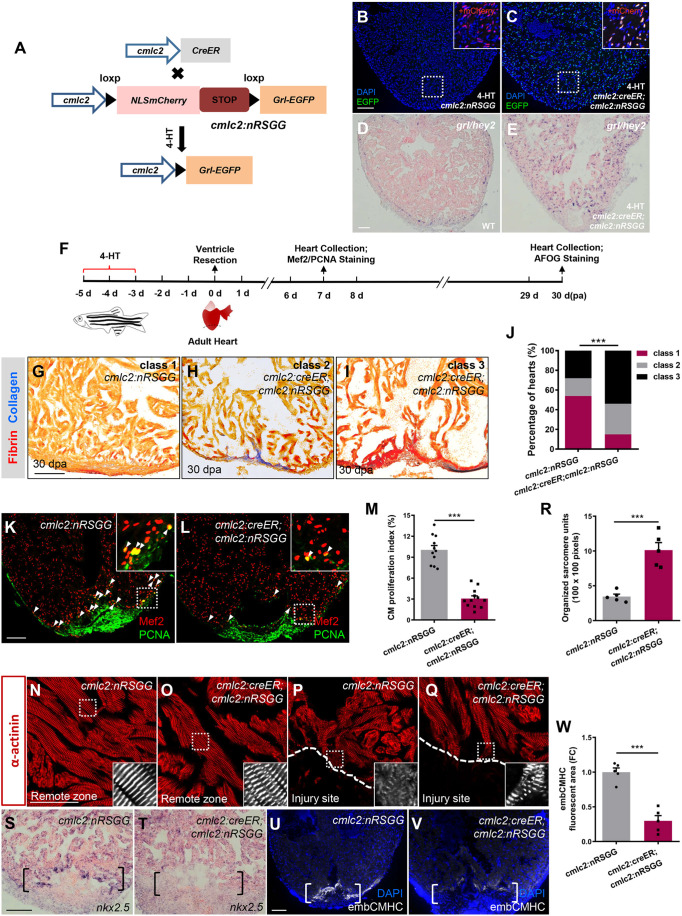
**Conditional *grl* induction in the adult myocardium impairs CM dedifferentiation and proliferation during regeneration.** (A) Transgenic zebrafish used for inducible expression of Grl-EGFP in CMs. *Tg(cmlc2:nRSGG)* zebrafish were crossed with *Tg(cmlc2:CreER)* animals, which permitted Cre-mediated recombination to induce Grl in CMs after 5 µM 4-HT treatment. (B,C) Grl was induced in CMs of 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* hearts (C) but not *Tg(cmlc2:nRSGG)* hearts (B), as indicated by EGFP protein (green). Insets show higher-magnification images of the dashed boxes adding mCherry channel (red). (D,E) ISH analyses indicate the endogenous expression of *grl* in WT hearts (D) and the induced expression of *grl* in CMs of the whole ventricle in 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* animals (E) at 7 dpa. (F) Experimental design for PCNA and Mef2 immunostaining and fibrotic scar (AFOG) analysis after ventricular resection. 4-HT treatment was 5 µM 4-HT for bath treatment for 2 days. (G-I) Section images of 30 dpa ventricles of 4-HT-treated *Tg(cmlc2:nRSGG)* control fish (G) and 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* animals (H,I) stained with AFOG (blue for collagen, red for fibrin). Heart sections were scored as ‘class 1’, ‘class 2’ or ‘class 3’ according to the criteria described in Materials and Methods. (J) Quantification of regenerative status of ventricles in 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* (*n*=6; 129 sections) and *Tg(cmlc2:nRSGG)* control group (*n*=4; 84 sections) at 30 dpa. Histograms show the percentage of wounded hearts represented by each score for each group. ***P<0.001, Chi-square test. (K,L) Immunofluorescent section images of injured ventricles from 4-HT-treated *Tg(cmlc2:nRSGG)* control fish (K) and 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* animals (L) at 7 dpa, stained with anti-PCNA (green) and anti-Mef2 (red) antibodies. Insets show higher-magnification images of the dashed boxes. Arrowheads indicate proliferating CMs. (M) Quantification of CM proliferation indices in 7 dpa ventricles; *n*=11 (*cmlc2:nRSGG*), *n*=12 (*cmlc2:creER;cmlc2:nRSGG*); ***P<0.001, Student's *t-*test (unpaired, two-tailed). (N-Q) Confocal images of sections of injured ventricles from 4-HT-treated *Tg(cmlc2:nRSGG)* control fish (N,P) and 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* animals (O,Q) at 7 dpa, stained with anti-α-actinin antibody, showing regions of the remote zone (N and O) and injury site (P and Q). Insets show higher-magnification images of the dashed boxes. Dashed line indicates the apical edge of the regeneration. (R) Quantification of organized sarcomere units in α-actinin-labeled myocardial tissue (100×100 pixels) in injury border zone of 7 dpa ventricles from 4-HT-treated *Tg(cmlc2:nRSGG)* control fish and 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* animals (*n*=5); ***P<0.001, Student's *t*-test (unpaired, two-tailed). (S,T) ISH analyses of *nkx2.5* expression in injured ventricles from 4-HT-treated *Tg(cmlc2:nRSGG)* control fish (S) and 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* animals (T) at 7 dpa (*n*=5). Brackets indicate injury site. (U,V) Fluorescent images of injured ventricles from 4-HT-treated *Tg(cmlc2:nRSGG)* control fish (U) and 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* animals (V) at 7 dpa, stained with embCMHC antibody (white). Brackets indicate injury site. (W) Quantification of embCMHC fluorescent area in injury border zone of 7 dpa ventricles from 4-HT-treated *Tg(cmlc2:nRSGG)* control fish and 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* animals. Data are relative to area in 4-HT-treated *Tg(cmlc2:nRSGG)* group (*n*=5); ***P<0.001, Student's *t*-test (unpaired, two-tailed). Data presents as mean±s.e.m. Scale bars: 100 µm (B-E,G-I,K,L,S-V); 50 µm (N-Q).

Because *grl* deficiency enhances cardiac muscle regeneration, we tested whether inducible *grl* overexpression would have an opposite effect. We treated *Tg(cmlc2:CreER;cmlc2:nRSGG)* and *Tg(cmlc2:nRSGG)* control animals with 4-HT, and performed ventricular resections and fibrin and collagen assays at 30 dpa (Fig. 3F). Although the majority of 4-HT-treated control hearts largely contained cardiac muscle with minimal fibrin and fibrotic scar tissue (Fig. 3G,J), myocardial *grl* induction hearts displayed excessive fibrin and collagen deposits (Fig. 3H-J). Furthermore, CMs in *grl*-overexpressing hearts appeared to be sparsely distributed (Fig. 3H,I). We next assessed the status of CM proliferation in myocardial *grl*-overexpressing hearts following injury. Resected hearts were isolated from 4-HT-treated control and *Tg(cmlc2:CreER;cmlc2:nRSGG)* animals and assayed for PCNA and Mef2 immunostaining at 7 dpa (Fig. 3F). We observed that PCNA-positive CMs were markedly reduced in myocardial *grl*-overexpressing hearts compared with control hearts (Fig. 3K,L). The CM proliferation index was significantly decreased by 69% in *Tg(cmlc2:CreER;cmlc2:nRSGG)* hearts in comparison with control hearts (Fig. 3M). Thus, inducible *grl* overexpression in adult CMs reduces injury-induced CM proliferation.

Regenerating CMs normally undergo dedifferentiation, which is characterized by reactivation of cardiac embryonic or fetal genes as well as less organized sarcomeres in the myocardial injury region (D'Uva et al., 2015; Jopling et al., 2010; Kikuchi et al., 2010). We tested whether CM dedifferentiation might be regulated by Grl. In the region remote from injury sites, myofibrils organize in regular sarcomere units exhibiting cross-striations revealed by α-actinin in both conditional *grl*-overexpressing and control hearts (Fig. 3N,O). At the wound edge, control *Tg(cmlc2:nRSGG)* hearts exhibited disassembled cytoplasmic sarcomeres, indicative of CM dedifferentiation (Fig. 3P,R) (Jopling et al., 2010). In contrast, induced *grl*-overexpressing hearts displayed organized sarcomeres at cardiac wounds, suggesting a reduction in dedifferentiation (Fig. 3Q,R). Notably, expression of the *nkx2.5* progenitor marker and embryonic-specific cardiac myosin heavy chains (embCMHC) were markedly reduced at injury sites in myocardial *grl*-overexpressing hearts compared with control hearts at 7 dpa (Fig. 3S-W). Conversely, expression of *nkx2.5* and embCMHC were increased at wound edges in *grl* mutant hearts compared with control hearts (Fig. S3A-E). Moreover, *grl^5nt−/−^* mutant hearts exhibited conspicuously disassembled sarcomeres in comparison with control hearts (Fig. S3F-H). Collectively, these findings indicate that Grl reduces the dedifferentiation tendency of CMs during regeneration.

### Grl repressor negatively regulates transcripts encoding lysine methyltransferase Smyd2 in the regenerating myocardium

Grl mediates transcriptional repression by binding E-box motifs (Fischer et al., 2005, 2002; Heisig et al., 2012). We reasoned that potential Grl downstream genes should be downregulated in injured hearts overexpressing *grl*, but simultaneously upregulated in *grl-*deficient hearts following damage. Therefore, we performed RNA sequencing (RNA-seq) on ventricular wound tissues collected from myocardial *grl*-overexpressing hearts, *grl^5nt−/−^* mutant hearts and their respective control groups. 

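For the *grl 5nt-/-* part of this experiment, RNA from injured ventricles at 7 dpa was sequenced in 3 mutant and 3 WT sibling libraries, each made from 6 pooled ventricles of fish aged 5 months. The libraries that overexpress *grl* and their controls are not analysed here. The authors removed rRNA, adapter, short and low-quality reads, mapped the rest to the zebrafish GRCz10 genome with Hisat2, and deposited for each of 32105 genes the number of reads counted on it and its FPKM. The counts are whole numbers without normalization. The paper's text does not name the program that counted the reads or say whether the strand was used, so overlapping genes, antisense genes and close paralogs can share reads. The methods and the labels of the series name different HiSeq models as the sequencer. The total count was 14993880, 13839609 and 15006574 in WT replicates 1, 2 and 3 (median 14993880) and 13177753, 14694175 and 12520034 in mutant replicates 1, 2 and 3 (median 13177753). A count of 3, taken as the limit of detection, corresponds to between 0.155 and 0.293 CPM, the count scaled to the total of the library times its TMM factor, in these libraries. The counts were normalized by the TMM method of edgeR, the package named in the paper's methods, and tested with its quasi-likelihood test (two-sided) with Benjamini-Hochberg adjustment over the 15602 genes that its filterByExpr function kept. Log2 fold changes are of the mutant over the WT, and the standard error (SE) of each comes from its fold change and F statistic.
The mutated gene, *grl*, is listed as *hey2* (ENSDARG00000013441), on chromosome 20 from 39686262 to 39693703. Its count was 256, 177 and 127 in WT replicates 1, 2 and 3 and 228, 218 and 189 in mutant replicates 1, 2 and 3. After TMM normalization, *hey2* had 11.3 ± 1.76 CPM (SD, n = 3) in WT and 17.6 ± 1.78 CPM (SD, n = 3) in mutant ventricles, a log2 fold change of 0.64 (SE 0.22, adjusted p = 0.405, edgeR's quasi-likelihood test). Every mutant library lay above every WT library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The mutated transcript was not lower in the mutants, so its level gives no check of the genotype labels. The libraries also differed in a way that the genotype does not explain. WT replicates 1 and 2 and mutant replicate 1 had no read counted on the mitochondrial gene *mt-co1*, whereas WT replicate 3 and mutant replicates 2 and 3 had 583890, 739939 and 593632 reads on it. WT replicates 1 and 2 instead had 152528 and 137563 reads on nearby *mt-atp6*, and mutant replicate 1 had 305565 on nearby *mt-co3*. The split by *mt-co1* reads therefore does not show that its RNA was absent. In a principal component analysis of log2 CPM, the first component held 60.8% of the variance and separated the libraries along this split, and the second held 17.0% and separated the genotypes. Pearson's r between libraries, computed across genes, which are not independent replicates, ranged from 0.927 to 0.977 among WT and from 0.933 to 0.975 among mutant libraries. Adding a term for the split to the model, a choice made after the data had been seen, lowered edgeR's common biological coefficient of variation from 0.328 to 0.184. Neither the paper's text nor the labels name a batch.

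**Figure D1:**
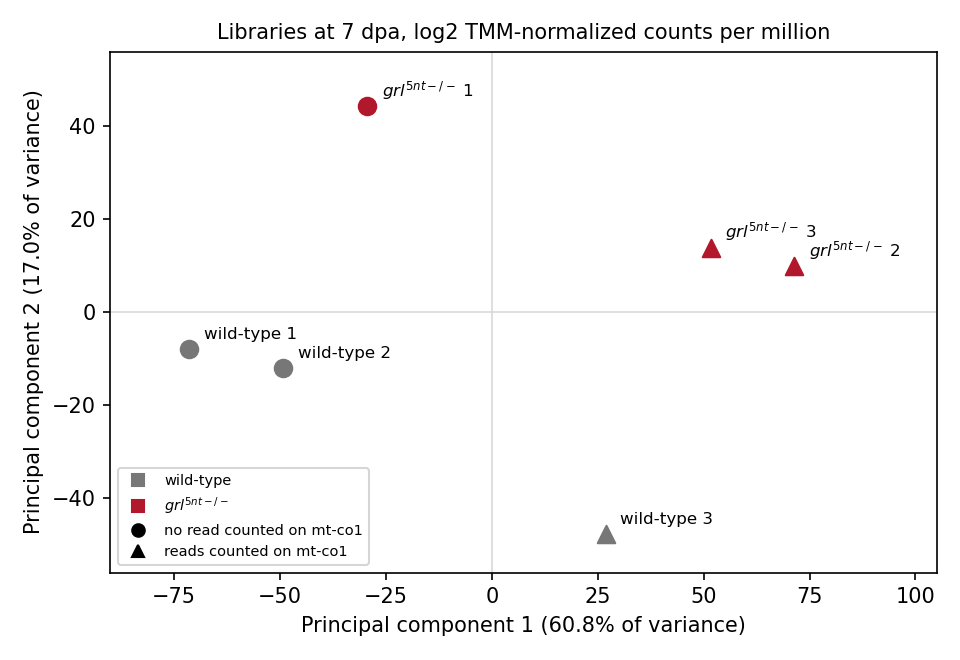
Principal component analysis of the 6 libraries from injured ventricles at 7 dpa (log2 TMM-normalized CPM), with a point per library, WT in grey and *grl 5nt-/-* in red. Circles mark libraries with no read counted on *mt-co1* and triangles those with reads on it; the first component, with 60.8% of the variance, separates circles from triangles.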

The 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* and *Tg(cmlc2:nRSGG)* control animals, as well as *grl^5nt−/−^* mutant and WT sibling animals, were subjected to ventricle resections. Total RNAs were isolated from injured ventricles at 7 dpa, which corresponds to when CM proliferation actively occurs (Fig. 4A), and sequenced. 

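Between *grl 5nt-/-* and WT injured ventricles, 12 genes had an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3 of them higher and 9 lower in the mutants. At an unadjusted p below 0.05 there were 1649 genes. The groups did not overlap in 2432 of the tested genes, a share of 15.6%, where chance gives 10%. The count of 12 moved most with edgeR's exact test, chosen after the data had been seen, which gave 244 genes with the 12 among them. It was 3 without mutant replicate 2 or without mutant replicate 3, and 30 without WT replicate 3 or without mutant replicate 1. Of the genes with an adjusted p below 0.05, a mean of at least 1 FPKM and no overlap between the groups, 2 rose, *znf326* and *ftr72*. *ftr72* (ENSDARG00000026704, chromosome 15, 41794939 to 41799111) had 42, 32 and 32 counts in WT and 141, 118 and 103 counts in mutant replicates 1, 2 and 3, a log2 fold change of 2.18 (SE 0.27, adjusted p = 0.0399, edgeR's quasi-likelihood test). *ftr72* belongs to a large family of similar genes, and 68 other *ftr* genes together fell by 45.3 CPM, so its reads are uncertain. Its adjusted p was 0.165, 0.290, 0.252 and 0.259 in the edgeR fits without WT replicate 1, WT replicate 2, mutant replicate 2 and mutant replicate 3. The 5 largest falls under the same conditions were those of *mhc2dab*, ENSDARG00000089901, ENSDARG00000068966, CFAP70 and si:dkey-56m19.6. *mhc2dab* (ENSDARG00000079105, chromosome 8, 36434337 to 36436683) had 6290, 3649 and 1117 counts in WT replicates 1, 2 and 3 and 1, 2 and 1 in the mutants, at least 833-fold lower (adjusted p = 0.00136, edgeR's quasi-likelihood test). The neighbouring genes ENSDARG00000068966 and ENSDARG00000089901, on chromosome 8 from 22456851 to 22468746 and from 22468830 to 22475007, were at least 100.3-fold and at least 22.3-fold lower. ENSDARG00000089901 had no count in any mutant library, and its adjusted p was 0.109, 0.198, 0.184 and 0.174 in the edgeR fits without WT replicate 1, WT replicate 2, mutant replicate 2 and mutant replicate 3. CFAP70 fell from 41.8 ± 17.1 to 1.28 ± 0.655 CPM (SD, n = 3 each), with a log2 fold change of -5.06 (SE 0.50, adjusted p = 0.0169, edgeR), and its adjusted p was 0.104 without mutant replicate 2 and 0.174 without mutant replicate 3. For si:dkey-56m19.6, which fell from 79.0 ± 8.42 to 3.42 ± 0.817 CPM (SD, n = 3 each), the log2 fold change was -4.53 (SE 0.26, adjusted p = 0.000584, edgeR). The counts cannot tell whether these 5 falls come from the *grl* mutation or from a variant in the family of the mutants.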

We generated and analyzed transcriptional profiles in *grl*-overexpressing hearts, *grl^5nt−/−^* mutant hearts and their control groups (Fig. S4A,B, Tables S1 and S2). As expected, gene ontology (GO) analyses identified categories in ‘regulation of cell proliferation’, ‘cardiac muscle cell differentiation’ and ‘heart contraction’ that were enriched in the downregulated gene set in *grl*-overexpressing RNA profiles and in the increased gene set in *grl^5nt^*^−/−^ mutant RNA profiles (Fig. 4B,C). However, we also obtained the enrichment of genes related to metabolic and biosynthetic processes, and to the immune response. 

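GO annotations were not used here, so the processes were followed with 15 lists of well-known genes written before the counts were seen, each tested with camera (limma, two-sided, preset inter-gene correlation 0.01) and adjusted over the lists. Of the 30 cell cycle genes, 27 were higher in *grl 5nt-/-* ventricles, and the median log2 fold change of the list was 0.65 (camera, adjusted p = 1.03e-06). The members with the smallest p were *ccnb1*, *pcna* and *cdk1*, with log2 fold changes of 0.90, 0.79 and 0.79 and adjusted p between 0.403 and 0.428 over all genes (edgeR's quasi-likelihood test). With a term for the split of the libraries by *mt-co1* reads, the median of the cell cycle list was 0.50 (camera, adjusted p = 3.76e-06). Camera gave an adjusted p below 0.05 for 7 of the lists, and none of the 7 kept it under the fry test or with the correlation between genes estimated from the data, where the cell cycle list had adjusted p of 0.251 and 0.443. Of the 27 heart contraction genes tested, 11 were higher in the mutants, with a median of -0.12 (camera, adjusted p = 0.985) that changed sign to 0.04 without WT replicate 1. The heart contraction genes with the smallest p were *tnni1b*, *kcnh6a* and *vmhc*, with log2 fold changes of -0.62, 0.59 and -0.94 and no adjusted p under 0.497 (edgeR). In the list of cardiac muscle cell differentiation, 8 of 20 genes were higher and the median was -0.27 (camera, adjusted p = 0.216), or -0.09 without mutant replicate 2. Its members with the smallest p, *tbx2b*, *tbx20* and *irx1a*, had log2 fold changes of -1.30, -0.60 and -0.86, with adjusted p of 0.396, 0.419 and 0.431 (edgeR).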

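In the list of amino acid biosynthesis, 19 of 26 genes were higher in *grl 5nt-/-* ventricles, with a median log2 fold change of 0.35 (camera, adjusted p = 0.00999 over the 15 lists). The adjusted p of this list was 0.0553 without WT replicate 1 and 0.0522 without mutant replicate 2. The list also differed along the split of the libraries by *mt-co1* reads, with a median of 0.50 between its sides, and with a term for the split its median by genotype was 0.17 (camera, adjusted p = 0.0446). Its members with the smallest p were *cbsb*, *pycr1a* and *mthfd2*, with log2 fold changes of 1.21, -1.22 and 0.94. Genes of membrane lipid metabolism were higher in 8 of 19 cases, with a median of -0.15 (camera, adjusted p = 0.226), and those with the smallest p, *smpd1*, *gba* and *cers2b*, had log2 fold changes of -0.58, -0.48 and -1.11. Of the 28 innate immune response genes tested, 4 were higher and the rest lower in the mutants, with a median of -0.60 (camera, adjusted p = 0.00403). Without WT replicate 1 this median was -0.36, with an adjusted p of 0.0553 from camera. The members of the immune list with the smallest p, *c3a.1*, *c1qa* and *cybb*, had log2 fold changes of -2.51, -0.63 and -1.16. No gene named here had an adjusted p below 0.05 over all genes in edgeR's quasi-likelihood test, the lowest being 0.293 for *cbsb*. The immune list differed along the split as well, with a median of -0.72 between its sides, and with a term for the split the median by genotype was -0.40 (camera, adjusted p = 0.00392).

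**Figure D2:**
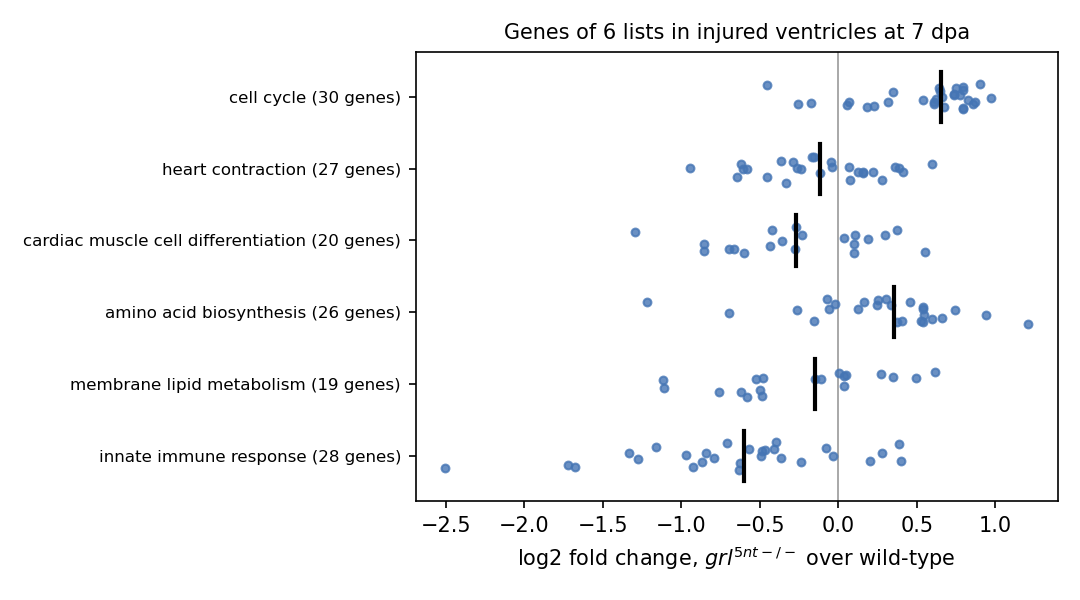
Log2 fold change in *grl 5nt-/-* over WT injured ventricles at 7 dpa for each tested gene of 6 lists, with a point per gene and a black bar at the median. The medians lie at 0.65 for the cell cycle, 0.35 for amino acid biosynthesis and -0.60 for the innate immune response.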

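The criterion printed in Fig. 4D, a fold change above 1.5 with P below 0.05, was applied here to the *grl 5nt-/-* part of the data, with the unadjusted p of edgeR's quasi-likelihood test. The fold change was edgeR's, from TMM-normalized counts, whereas the paper's methods base it on FPKM. The criterion was passed by 1541 genes, 593 of them higher and 948 lower in the mutants. With a library left out, this count was 4068 without mutant replicate 1, 3540 without WT replicate 3 and 791 without WT replicate 2, and with an adjusted p in place of the unadjusted p it was 12. With fold changes taken from the mean FPKM of each group, a choice made after the data had been seen, 1307 genes passed and 316 of them were higher in the mutants. Among genes with a mean of at least 1 FPKM, 1145 passed and 432 were higher. How many of these genes fell on *grl* overexpression is not analysed here.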

We surveyed the list to identify potential Grl target genes that should be upregulated in *grl^5nt−/−^* mutant hearts and simultaneously reduced in *grl*-overexpressing hearts following injury. About 50 genes were identified as fitting the criteria and being present in overlapped RNA profile datasets (Fig. S4C, Table S2). 

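*smyd2b* (ENSDARG00000005629) lies on chromosome 20 of GRCz10 from 582190 to 600163 and encodes a lysine methyltransferase. It had 276, 353 and 276 counts in WT replicates 1, 2 and 3 and 603, 755 and 502 in *grl 5nt-/-* replicates 1, 2 and 3. Normalized by TMM, this was 19.0 ± 4.09 CPM (SD, n = 3) in WT and 51.8 ± 12.3 CPM (SD, n = 3) in mutant ventricles, and its FPKM was 4.67 ± 0.922 and 10.3 ± 1.27. The log2 fold change of *smyd2b* was 1.45 (SE 0.26, p = 0.000479, adjusted p = 0.151 over all genes, edgeR's quasi-likelihood test), and each mutant library lay above each WT library (two-sided exact permutation test, p = 0.1). Adjusted over the list alone, the genes of Fig. 4D found here, its p was 0.00214, which is not independent evidence because the study chose the list on these libraries. Within the libraries without and with *mt-co1* reads, the log2 difference between the genotypes was 1.24 and 1.38. The log2 fold change of *smyd2b* ranged from 1.26 to 1.62 with each library left out in turn. With DESeq2 its adjusted p was 0.000576, and with a term for the split, chosen after the data had been seen, it was 0.0171. On counts simulated with the split, 18.5% of the calls of the fit with that term were false. Over all the alternatives set in advance the adjusted p of *smyd2b* ranged up to 0.529. *smyd2a* (ENSDARG00000055151, chromosome 17, 32793252 to 32827045), the paralog with which *smyd2b* can share reads, had 733, 588 and 558 counts in WT and 582, 308 and 287 counts in mutant replicates 1, 2 and 3, a log2 fold change of -0.30 (SE 0.23, adjusted p = 0.593, edgeR). *znf326* (ENSDARG00000098348, chromosome 6, 25057899 to 25065884) rose from 5.64 ± 1.06 to 21.7 ± 1.38 CPM (SD, n = 3 each), with a log2 fold change of 1.94 (SE 0.24, adjusted p = 0.0399, edgeR). The adjusted p of *znf326* was above 0.05 without WT replicate 1, WT replicate 2, mutant replicate 2 or mutant replicate 3 (0.136, 0.290, 0.252 and 0.235).

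**Figure D3:**
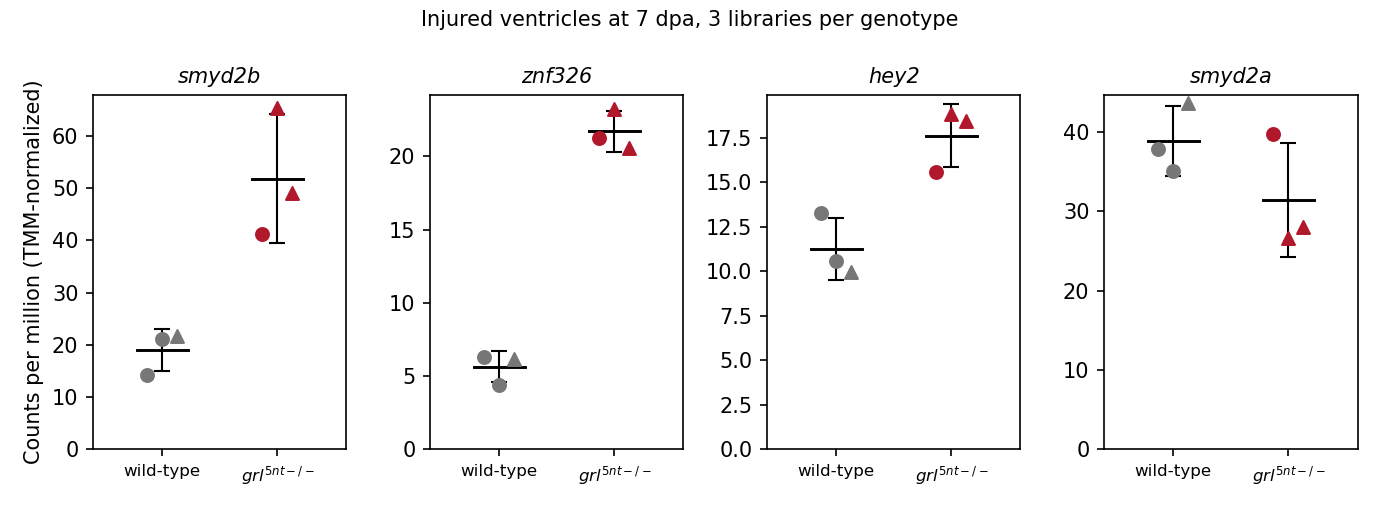
TMM-normalized CPM of *smyd2b*, *znf326*, *hey2* and *smyd2a* in each library from WT (grey) and *grl 5nt-/-* (red) injured ventricles at 7 dpa, with the mean (bar) and SD (whiskers) of 3 libraries. Circles mark libraries with no read counted on *mt-co1* and triangles those with reads on it; *smyd2b* has a mean of 19.0 CPM in WT and 51.8 CPM in mutant libraries.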

After filtering out genes with low expression levels (FPKM<1), we obtained 17 differential expression genes containing epigenetic regulatory genes (such as *smyd2b*), metabolism regulatory genes (such as *znf326*) and other unknown factors (Fig. 4D).

**Fig. 4.**
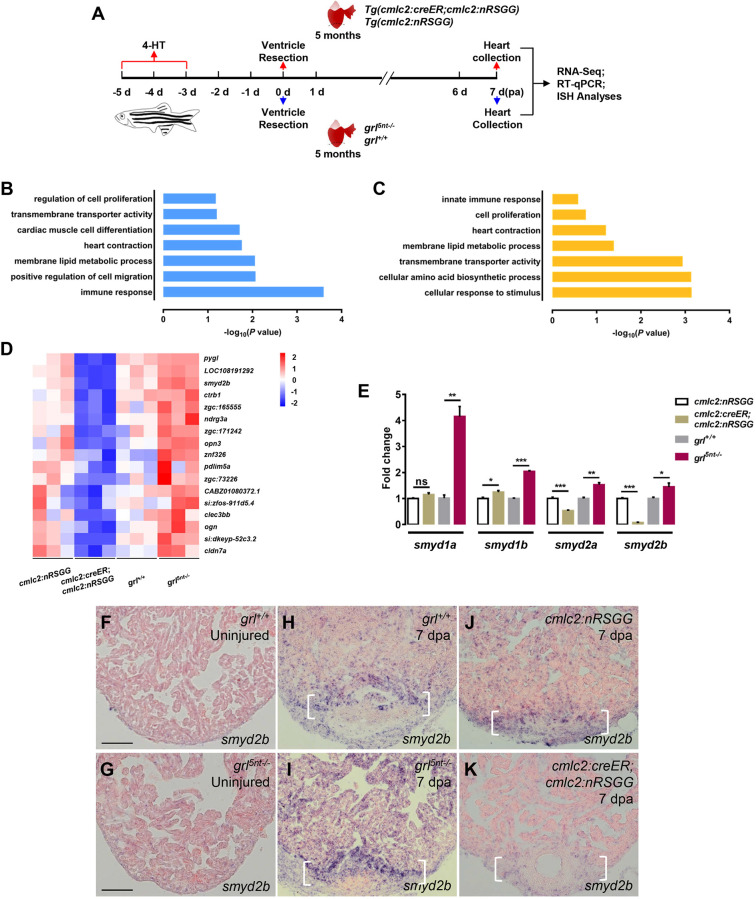
**Identification of Smyd2 methyltransferase as candidate Grl target in the regenerating heart.** (A) Experimental design for RNA-seq, RT-qPCR and ISH analyses. Red arrows represent experimental steps for *Tg(cmlc2:creER;cmlc2:nRSGG)* animals and *Tg(cmlc2:nRSGG)* control fish. Blue arrows represent experimental steps for *grl^5nt−/−^* mutant fish and WT sibling fish. (B,C) Bar graph showing −log10 *P* values for GO terms significantly represented in the downregulated gene category of the *grl*-overexpressing groups (B) and in the upregulated gene category of the *grl* mutant groups (C). (D) Heatmap indicating genes downregulated in *Tg(cmlc2:creER;cmlc2:nRSGG)* hearts and upregulated in *grl^5nt^*^−/−^ mutant hearts after resection, compared with control wounded hearts. Red, higher expression; blue, lower expression. FC>1.5, *P*<0.05. (E) qPCR analyses of *smyd1a*, *smyd1b*, *smyd2a* and *smyd2b* in injured hearts extracted from *Tg(cmlc2:creER;cmlc2:nRSGG)*, *Tg(cmlc2:nRSGG)*, *grl^5nt^*^−/−^ and *grl^+/+^* animals. Data presents as mean±s.e.m. (*n*=3); *P<0.05, **P<0.01, ***P<0.001, Student's *t*-test (unpaired, two-tailed). (F-K) ISH analyses of *smyd2b* expression in uninjured hearts of WT sibling fish (F), *grl^5nt−/−^* fish (G), and injured ventricles from WT sibling fish (H), *grl^5nt−/−^* fish (I), 4-HT-treated *Tg(cmlc2:nRSGG)* control fish (J) and 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* animals (K) at 7 dpa, respectively (*n*=5). Brackets indicate injury site. Scale bars: 100 µm.

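Of the 17 genes printed in Fig. 4D, 15 were found by symbol in the deposited table, and LOC108191292 and clec3bb were not matched. All 15 had a higher mean in *grl 5nt-/-* than in WT ventricles, with log2 fold changes from 0.95 (*pygl*, SE 0.30) to 2.63 (ENSDARG00000023759, SE 0.73). A fold change above 1.5 with an unadjusted p below 0.05 in edgeR's quasi-likelihood test was reached by 12 of them. The others were *ctrb1*, CABZ01080372.1 and si:zfos-911d5.4, with log2 fold changes of 1.30, 1.06 and 1.15 and unadjusted p of 0.0512, 0.0574 and 0.0570. An adjusted p below 0.05 over all genes was reached by 1 gene, *znf326*. It was reached by 6 with DESeq2, the replicate block, the term for the split and the exact test of edgeR, the last 2 chosen after the data had been seen. None reached it with a mean of at least 1 FPKM, with limma, or without WT replicate 1, WT replicate 2, mutant replicate 2 or mutant replicate 3. Adjusted over the list alone it was reached by 12, which is not independent evidence since the list was chosen on these libraries. The number past the criterion was 10 without WT replicate 1, WT replicate 2, mutant replicate 2 or mutant replicate 3, and 15 without mutant replicate 1 or with DESeq2 in place of edgeR. *opn3* (ENSDARG00000052775, chromosome 13, 42119161 to 42139525) had 25, 51 and 45 counts in WT and 130, 195 and 149 counts in mutant replicates 1, 2 and 3, a log2 fold change of 2.37 (SE 0.43, adjusted p = 0.151, edgeR). Over the alternatives set in advance its adjusted p ranged from 5.28e-05 with DESeq2 to 0.529. ENSDARG00000023759 had 20, 108 and 31 counts in WT and 570, 122 and 121 counts in mutant replicates 1, 2 and 3, and without mutant replicate 1 its log2 fold change was 1.78. For *ctrb1*, a digestive enzyme gene, the spread between replicates was large, with 64.6 ± 45.0 CPM in WT and 159 ± 104 CPM in the mutants (SD, n = 3 each), and its log2 fold change was 0.65 without mutant replicate 3. The paper reasons that genes repressed by Grl should rise in grl-deficient hearts and fall on *grl* overexpression after damage, and from the genes in both groups it takes the methyltransferase Smyd2 as a candidate target of Grl (Fig. 4D).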

We next queried these potential target genes for Grl-binding E-box content using the JASPAR database, and found that the KMT *smyd2b* contains multiple E-boxes in the regulatory upstream region (Fig. S4D). Recent studies report that Smyd family genes (*smyd1* and s*myd2*) play crucial roles in cardiomyogenesis and myofibrillogenesis (Donlin et al., 2012; Gottlieb et al., 2002; Just et al., 2011; Li et al., 2013; Tan et al., 2006; Voelkel et al., 2013). The genes *smyd1a* and *smyd1b*, *smyd2a* and *smyd2b* are duplicated in the zebrafish genome. Similar to *smyd2b*, the regulatory upstream region in *smyd2a* and human *SMYD2* contains E-box motifs (Fig. S4E,F). Quantitative PCR analyses indicated that expression of *smyd1a* and *smyd1b*, *smyd2a* and *smyd2b* were upregulated in wounded *grl^5nt−/−^* mutant hearts (Fig. 4E). However, expression of *smyd2a* and *smyd2b* but not *smyd1a* and *smyd1b* were reduced in 4-HT-treated *grl*-overexpressing hearts following injury (Fig. 4E), suggesting that expression of *smyd2a* and *smyd2b* is transcriptionally repressed by Grl during cardiac regeneration.

To assess whether *smyd2* expression is normally upregulated by injury, we analyzed and compared *smyd2b* expression in uninjured and amputated WT hearts, considering *smyd2a* expression is very low (data not shown). Using ISH analyses, we observed a marked induction of *smyd2b* expression at the wound edge and a slight increase in the remote myocardial area in WT hearts at 7 dpa (Fig. 4H), whereas *smyd2b* transcripts were hardly detectable in uninjured WT hearts (Fig. 4F). Next, we determined whether *smyd2* induction was controlled by Grl during regeneration. We noticed that *grl^5nt−/−^* mutant hearts following resection displayed much stronger *smyd2b* upregulation at wound edges and remote areas compared with that in injured WT sibling hearts (Fig. 4I,H). Similar to uninjured WT hearts, *smdy2b* transcripts were hardly detectable in unresected *grl^5nt−/−^* mutant hearts (Fig. 4G), suggesting that *grl* reduction is not sufficient to induce *smyd2b* expression in uninjured hearts. Remarkably, myocardial-specific *grl* overexpression abolished *smyd2b* induction at the wound region and remote areas, compared with that in injured *Tg(cmlc2:nRSGG)* control hearts (Fig. 4J,K). Collectively, these findings demonstrate that Grl negatively regulates *smyd2b* expression throughout the myocardium in response to injury.

### Smyd2, acting as a key Grl transcriptional target, is required for heart regeneration by enhancing CM proliferation

To assess whether Grl directly mediates transcriptional repression of *smyd2*, we performed luciferase reporter assays in HEK 293T cells. We generated a pGL3-*smyd2*-Fluc vector that links the *smyd2* promoter containing four E-box motifs with firefly luciferase (Fluc) (Fig. 5A), as well as a pGL3-*smyd2-Δ4Ebox*-Fluc plasmid containing the Fluc-fused *smyd2* promoter deleting four E-boxes (Fig. 5A). Grl-truncated mutants harboring deletions of the bHLH domain (Grl-ΔbHLH) and the YRPW motif (Grl-ΔYRPW) were also constructed (Fig. 5B). We co-transfected dual luciferase expression plasmid pGL3-*smyd2*-Fluc with pcDNA3-Grl, pcDNA3-Grl-ΔbHLH or pcDNA3-Grl-ΔYRPW. Grl transfection efficiently reduced *smyd2* luciferase activity by 60% in comparison with pcDNA3 controls (Fig. 5C). By contrast, Grl-ΔbHLH mutant failed to reduce *smyd2*-luciferase activity, whereas the Grl-ΔYRPW mutant maintained the repression of *smyd2*-luciferase activity (Fig. 5C), indicating that Grl represses *smyd2* transcription via its bHLH domain. Remarkably, deletion of four E-box motifs in the *smyd2* promoter abrogated repression responsiveness to Grl when pcDNA3-Grl and pGL3-*smyd2*-*Δ4Ebox*-Fluc were co-transfected (Fig. 5C). To assess whether Grl binds the *smyd2* promoter region, chromatin-immunoprecipitation (ChIP) was conducted by transfection of pEGFP-Flag-Grl or pEGFP-Flag control plasmids into cells. ChIP-PCR analyses revealed enrichment of the E-box-containing promoter region of *smyd2* in the chromatin-immunoprecipitates using anti-Flag antibody, whereas the control IgG antibody did not enrich *smyd2* promoter region (Fig. 5D,E). Whole genome ChIP-seq analyses for human HEY2 also identified enrichment of the *SMYD2* promoter region (Heisig et al., 2012). Collectively, these results demonstrate that Grl mediates transcriptional repression of *smyd2* by binding to the E-box-containing promoter, indicating that *smyd2* is a direct transcriptional target of Grl, consistent with RNA profiling analyses in the setting of heart regeneration.

**Fig. 5.**
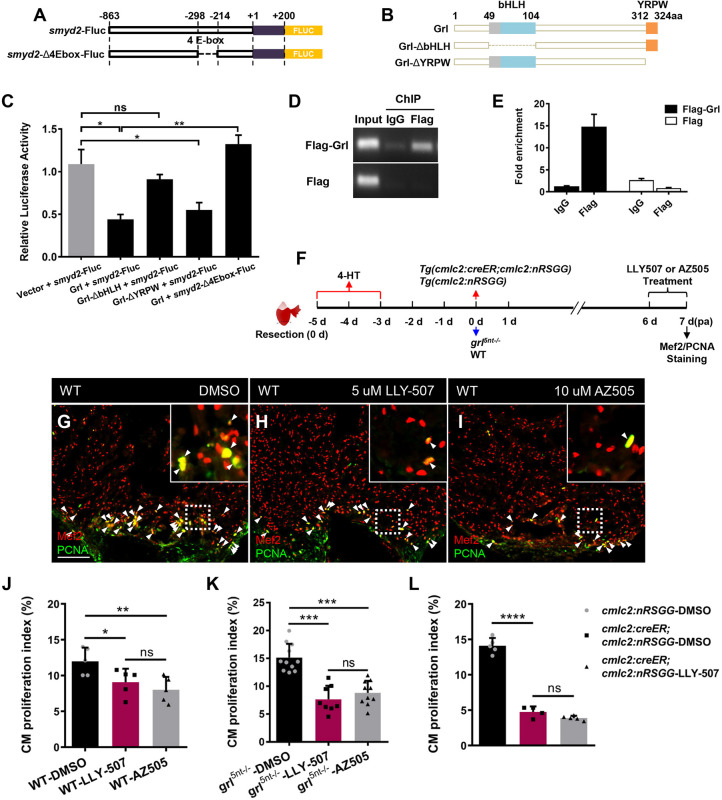
**Smyd2 acts as a transcriptional target of Grl to promote heart regeneration.** (A) E-box deletion in the *smyd2* promoter for luciferase assays. (B) Deletion (Δ) fragments of Grl created for luciferase assays. (C) Luciferase activity in cells after co-transfection of pGL3-*smyd2*-Fluc with control plasmid vector, Grl, Grl-ΔbHLH or Grl-ΔYRPW expression plasmids, as well as transfection of pGL3-*smyd2*-Δ4Ebox-Fluc with Grl expression plasmids. The relative flyfire luciferase activity was normalized by *Renilla* luciferase and calculated as the ratio of each experimental group to the control group (*n*=3). (D,E) ChIP-PCR (D) and ChIP-qPCR (E) analyses of enrichment of Grl at its predicted binding sites in *smyd2* promoter in HEK 293T cell. Enrichment levels of *smyd2* promoter fragment were examined in pEGFP-Flag-grl and pEGFP-Flag transfected groups immunoprecipitated with anti-IgG or anti-Flag antibody. Genomic DNA isolated before IP was analyzed as the input control. Enrichment levels of qPCR analysis were normalized to that in the pEGFP-Flag-grl transfected group immunoprecipitated with IgG. (F) Experimental design for inhibitor treatment and CM proliferation analyses after ventricular resection in WT, *grl* mutant hearts, as well as in 4-HT-treated *Tg(cmlc2;CreER;cmlc2:nRSGG)* hearts and 4-HT-treated *Tg(cmlc2;nRSGG)* control hearts. Treatment at 6-7 dpa was with 5 µM LLY-507, 10 µM AZ505 or 0.5‰ DMSO. Red arrows represent experimental steps for *Tg(cmlc2:creER;cmlc2:nRSGG)* animals and *Tg(cmlc2:nRSGG)* control fish. Blue arrows represent experimental steps for *grl^5nt−/−^* mutant fish and WT sibling fish. (G-I) Immunofluorescent section images of injured ventricles from DMSO- (G), LLY-507- (H) and AZ505-treated (I) WT fish at 7 dpa, stained with anti-PCNA (green) and anti-Mef2 (red) antibodies. Insets show higher-magnification images of the dashed boxes. Arrowheads indicate proliferating CMs. (J) Quantification of CM proliferation indices in 7 dpa ventricles derived from DMSO-, LLY-507- or AZ505-treated WT fish (*n*=5). (K) Quantification of CM proliferation indices in 7 dpa ventricles derived from DMSO- (*n*=11), LLY-507- (*n*=8) or AZ505-treated *grl^5nt^*^−/−^ fish (*n*=10). (L) Quantification of CM proliferation indices in 7 dpa ventricles derived from DMSO-treated *Tg(cmlc2:nRSGG)* control fish (*n*=5), DMSO-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* fish (*n*=4) and LLY-507-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* fish (*n*=5). Data presents as mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001, Student's *t*-test (unpaired, two-tailed). Scale bars: 100 µm.

Because Smyd2 is induced mainly in the myocardium following injury, we tested whether Smyd2 functions as an essential regulator to promote CM proliferation during regeneration. LLY-507 and AZ505 are chemical inhibitors that specifically block the KMT activity of Smyd2 (Gao et al., 2017; Li et al., 2017; Nguyen et al., 2015). We administrated resected WT animals with LLY-507 or AZ505, and performed immunostaining with PCNA and Mef2 (Fig. 5F). Inhibition of Smyd2 KMT activity by LLY-507 treatment caused a marked reduction in CM proliferation, leading to a 25% reduction in the CM proliferation index in comparison with vehicle treatment (Fig. 5G,H,J). Similarly, administration of injured WT hearts with AZ505 inhibitor reduced the CM proliferation index by 34% (Fig. 5G,I,J). These findings indicate that the KMT activity of Smyd2 is required for CM proliferation during regeneration. Next, we assessed whether the elevated CM proliferation in *grl* mutant hearts might be due to Smyd2 induction following damage. We administrated *grl^5nt−/−^* mutant animals with LLY-507 or AZ505 treatment following resections and analyzed the CM proliferation indices (Fig. 5F). Inactivation of Smyd2 activity with LLY-507 or AZ505 treatment resulted a significant reduction in the CM proliferation indices in *grl^5nt−/−^* hearts compared with vehicle-treated *grl^5nt−/−^* hearts (Fig. 5K; Fig. S5A-C). Considering that Smyd2 is a transcriptional repression target of Grl, we assessed CM proliferation in myocardial *grl* induction hearts with Smyd2 inactivation (Fig. 5F). LLY-507-treated *grl* induction hearts displayed almost the same percentage reduction in CM proliferation indices as in vehicle-treated hearts following resection (Fig. 5L; Fig. S5D-F), suggesting that *smyd2* functions in the *grl* pathway during regeneration.

### Smyd2 lysine methyltransferase mediates Stat3 activation during heart regeneration

As a KMT, Smyd2 conducts its function by methylation of histones or non-histone substrates, including Stat3, during cell proliferation, survival and other events (Donlin et al., 2012; Gao et al., 2017; Li et al., 2017). We first assessed whether Smyd2 regulates histone methylation during Grl-mediated heart regeneration. Methylation of H3K4 and H3K9 were examined using cardiac wound tissues extracted from *grl^5nt−/−^* mutant hearts or *grl*-overexpressing hearts. We learned that various methylation patterns of H3K4 and H3K9 appeared not to be affected in *grl* loss- or gain-of-function hearts (Fig. S6). On the contrary, levels of phosphorylated Stat3 (P-Stat3) and Smyd2 were both increased or reduced in *grl^5nt−/−^* mutant hearts or *grl*-overexpressing hearts, respectively, whereas Stat3 levels failed to be affected (Fig. 6A,B), revealing correlation of the phosphorylated Stat3 level with the Smyd2 level during regeneration. Previous studies report that, during renal cystic tissue growth, Stat3 phosphorylation is induced by Smyd2 through methylation of its own protein (Li et al., 2017, 2018a), leading to increased renal epithelial cell proliferation. Phosphorylated active Stat3 is also mitogenic and required for heart regeneration in zebrafish (Fang et al., 2013). We hypothesized that Smyd2 regulates myocardial regeneration by modulating the Stat3 methylation and phosphorylation activity. Anti-methylated lysine (methyl-lysine) antibody, a pan-methyl antibody available in the field, was used to recognize lysine-methylated proteins. We found that methylated proteins corresponding to the size of Stat3 were correlated with the P-Stat3 level or the Smyd2 level in *grl^5nt−/−^* mutant hearts or *grl*-overexpressing hearts, respectively (Fig. 6A,B). We tested whether zebrafish Smyd2a or Smyd2b directly regulates Stat3 methylation and phosphorylation. Plasmids containing pcDNA3-Flag-Stat3 and pcDNA3-Myc-Smyd2a or pcDNA3-HA-Smyd2b were co-transfected into HEK 293T cells. We found that coexpression of Stat3 with Smyd2a or Smyd2b in HEK 293T cells resulted in an increase in levels of both Stat3 methylation and phosphorylation (Fig. 6C,E). In contrast, inactivating Smyd2 KMT activity with inhibitor AZ505 or LLY-507 not only caused a reduction in methylated Stat3, but also led to a decrease in phosphorylated Stat3 (Fig. 6D,F). Furthermore, co-immunoprecipitation (Co-IP) analyses revealed physical interactions between Flag-Stat3 with Myc-Smyd2a or HA-Smyd2b (Fig. 6G,H). Together, these findings indicate that zebrafish Smyd2 interacts with Stat3 to regulate the methylation and phosphorylation of Stat3 in cultured cells, in agreement with previous murine studies (Li et al., 2018a).

**Fig. 6.**
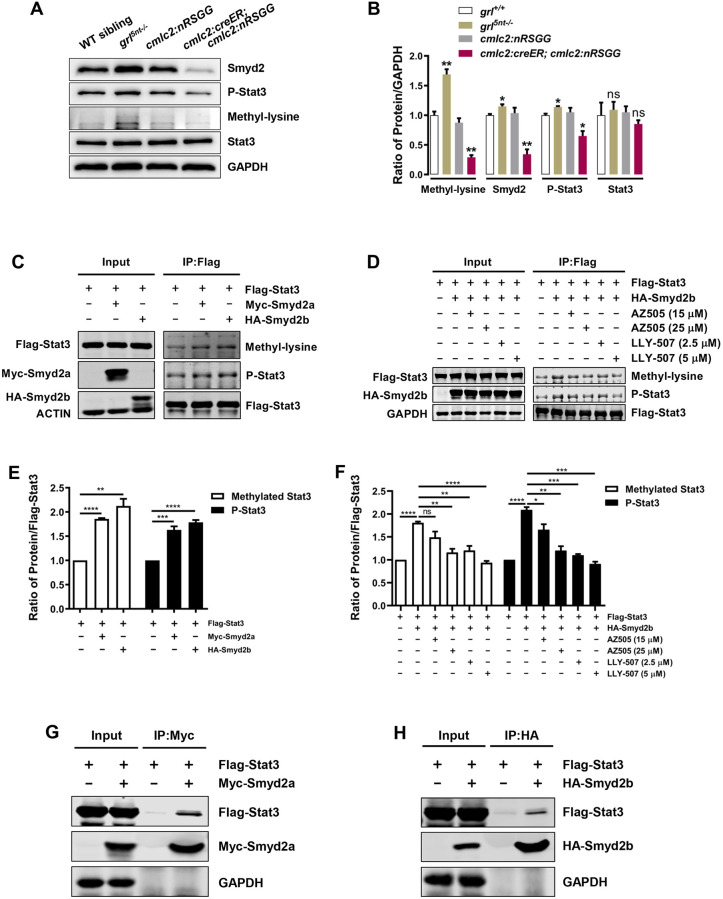
**Smyd2 functions as a KMT and controls Stat3 methylation and phosphorylation.** (A) western blot analysis exhibiting Smyd2, Stat3, P-Stat3 or corresponding lysine methylated proteins using total lysates extracted from WT sibling, *grl^5nt−/−^*, 4-HT-treated control *Tg(cmlc2:nRSGG)* hearts or 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* hearts at 7 dpa, respectively. GAPDH was used as a loading control. (B) Quantification of western blots using ImageJ software and normalized to GAPDH (*n*=3). (C) Methylation and phosphorylation assay showing increased levels of methylated Stat3 and P-Stat3 in Flag-Stat3 and Myc-Smyd2a/HA-Smyd2b co-transfected HEK 293T cells. The cell lysates were used to immunoprecipitate (IP) Stat3 with anti-Flag antibody and then blotted with anti-methyl-lysine or anti-P-Stat3 antibodies. (D) Treatment with AZ505 or LLY-507 diminishes Stat3 methylation and phosphorylation in cells co-transfected with Flag-Stat3 and HA-Smyd2b. The cell lysates were treated with AZ505 (15 µM for 6 h, 25 µM for 6 h) or LLY-507 (2.5 µM for 28 h, 5 µM for 28 h), used to IP Stat3 using anti-Flag antibody and then blotted with anti-methyl-lysine and anti-P-Stat3 antibodies. (E) Quantification of methylated Stat3 and phosphorylated Stat3 levels normalized to Flag-Stat3 (*n*=3). (F) Quantification of methylated Stat3 and phosphorylated Stat3 levels normalized to Flag-Stat3 in cells treated with AZ505 or LLY-507 (*n*=3). (G,H) Smyd2a or Smyd2b immunoprecipitation with anti-Myc antibody (G) or anti-HA antibody (H), respectively, detects Stat3 using anti-Flag antibody. HEK 293T cells were co-transfected with constructs of Flag-Stat3 and Myc-Smyd2a (G) or HA-Smyd2b (H). GAPDH was used as a loading control. Data represents mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001, Student's *t*-test (unpaired, two-tailed).

Next, we assessed whether Grl-Smyd2 modulates Stat3 methylation and phosphorylation activity during heart regeneration. Following injury, injured hearts derived from *grl* mutants and WT siblings, as well as *grl*-overexpressing and control animals, were subjected to double immunostaining with anti-P-Stat3 and anti-Mef2 antibodies (Fig. 7A-D). Previous studies report that P-Stat3 is primarily detectable in the nucleus, but certain human tissues and cells also display cytosolic and perinuclear P-Stat3, some of which goes to the nuclei afterwards (Chen et al., 2006; Lee et al., 2017; Li et al., 2018b; Zhang et al., 2019). During heart regeneration, we observed that P-Stat3 partially overlapped with Mef2 in CM nuclei in the injury region, whereas some P-Stat3 localized in the cytoplasmic area closely around CM nuclei (Fig. 7A). P-Stat3 was also detected in non-CM cells at the wound region (Fig. 7A). However, P-Stat3 was hardly detectable in CMs or non-CM cells in the remote area of injured hearts (Fig. 7A), suggesting that the murine P-Stat3 antibody recognizes proliferative CMs at the injury region in zebrafish hearts, despite some nonspecific signals. We distinguished and quantified P-Stat3-positive CMs in the injury region, including CMs with nuclear P-Stat3 labeling and perinuclear cytosolic P-Stat3 staining (Fig. 7A-I). Notably, P-Stat3-positive CMs were increased at injury regions in *grl^5nt−/−^* mutant hearts compared with WT sibling hearts (Fig. 7A,B,E). Inversely, myocardial *grl* induction caused a marked reduction in P-Stat3-labeled CMs at wound areas in comparison with *Tg(cmlc2:nRSGG)* control hearts (Fig. 7C-E), indicating the negative regulation of P-Stat3-labeled CMs by Grl at the cardiac wound. To establish connections between the methyltransferase activity of Smyd2 and Stat3 phosphorylation, we treated injured *grl^5nt−/−^* mutant hearts with inhibitors AZ505 and LLY-507. Consistent with our hypothesis, inhibiting Smyd2 KMT activity with AZ505 or LLY507 following injury reduced P-Stat3-labeled CMs in *grl^5nt−/−^* mutant hearts compared with vehicle-treated *grl^5nt−/−^* hearts (Fig. 7F-I), suggesting the contribution of Smyd2 KMT activity to the increased P-Stat3-labeled CMs in *grl* mutant hearts. Furthermore, expressions of *B-cell lymphoma 2* (*bcl2a*), *cyclin D1* (*ccnd1*) and *suppressor of cytokine signaling 3b* (*socs3b*), target genes in the Stat3 pathway, were reduced in *grl*-overexpressing hearts and increased in *grl* mutant hearts (Fig. 7J). Taken together, these findings suggest that the effects of Grl on heart regeneration are mediated at least in part by Smyd2-dependent Stat3 activation.

**Fig. 7.**
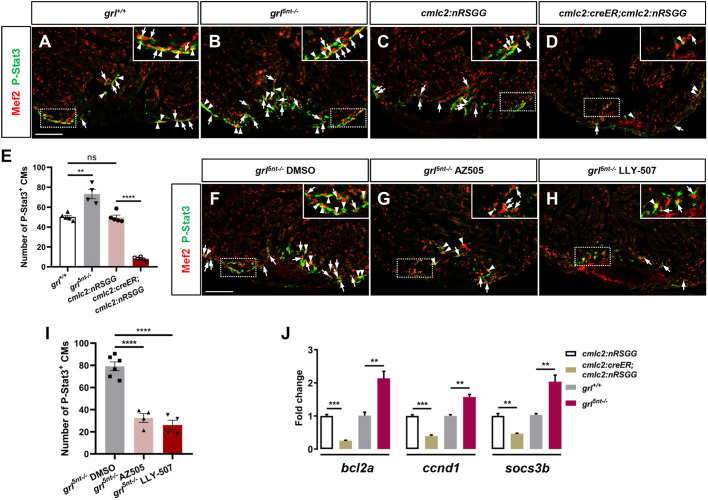
**Grl-Smyd2 mediates Stat3 activation during heart regeneration.** (A-D) Immunofluorescent images of injured ventricles stained with anti-P-Stat3 antibody (green) and anti-Mef2 antibody (red) from WT siblings (A), *grl^5nt−/−^* mutant fish (B), 4-HT-treated *Tg(cmlc2:nRSGG)* control animals (C) and 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRGG)* animals (D) at 7 dpa. Insets show higher-magnification images of the dashed boxes. Arrowheads indicate P-Stat3 overlapping with Mef2 in CM nuclei; Arrows indicate perinuclear cytosolic P-Stat3 around Mef2 nuclei. P-Stat3 immunostaining was also detectable in non-CM cells in the injured area. (E) Quantification of number of P-Stat3-positive CMs in the injury border zone of 7 dpa ventricles from WT siblings (*n*=5), *grl^5nt−/−^* mutants (*n*=4), *Tg(cmlc2:nRSGG)* control fish (*n*=5), or *Tg(cmlc2:creER;cmlc2:nRGG)* fish (*n*=6). (F-H) Immunofluorescent section images of injured ventricles stained with anti-P-Stat3 antibody (green) and anti-Mef2 antibody (red) from DMSO-treated (F), AZ505-treated (G) and LLY-507-treated *grl^5nt^*^−/−^ mutant fish (H) at 7 dpa. Insets show higher-magnification images of the dashed boxes. Arrowheads indicate P-Stat3 overlapping with Mef2; Arrows indicate perinuclear cytosolic P-Stat3 around Mef2 nuclei. (I) Quantification of number of P-Stat3-positive CMs in injury border zones at 7 dpa from DMSO-treated (*n*=6), AZ505-treated (*n*=4) and LLY-507-treated *grl^5nt^*^−/−^ mutant fish (*n*=4). (J) qPCR analyses of *bcl2a*, *ccnd1* and *socs3b* in injured hearts extracted from *Tg(cmlc2:creER;cmlc2:nRSGG)* and *Tg(cmlc2:nRSGG)* control fish, as well as WT sibling and *grl^5nt^*^−/−^ mutant fish (*n*=3). Data presents as mean±s.e.m. **P<0.01, ***P<0.001, ****P<0.0001, Student's *t*-test (unpaired, two-tailed). Scale bars: 100 µm.

## DISCUSSION

In this study, we describe the transcriptional control of methylation modulation in governing CM renewal and heart regeneration. We demonstrate that Grl functions as a negative regulator to restrain heart regeneration in zebrafish, and identify KMT Smyd2 as the Grl-repressing target in this context. Following cardiac injury, Grl reduction triggers Smyd2 induction at the injured myocardial cell edge, leading to CM proliferation and heart regeneration. We show that zebrafish Smyd2 functions as a KMT and regulates CM renewal in part by modulating the activity of Stat3. These findings suggest that manipulation of the Grl-Smyd2 network might be instrumental in potential strategies to relieve cardiac barriers and accelerate heart regeneration in mammalian hearts.

The limited regenerative potential of adult mammalian hearts can be attributed to cell-intrinsic barriers that prevent CMs from entering the cell cycle (González-Rosa et al., 2018; Li et al., 2015; Tzahor and Poss, 2017). Recent studies have uncovered a few molecular blocks that impede zebrafish heart regeneration (Dogra et al., 2017; Jopling et al., 2012; Missinato et al., 2018). We demonstrate that Grl acts as a transcriptional repressor to limit injury-induced CM proliferation. This is consistent with its roles in negative regulation of embryonic heart development and growth in zebrafish (Jia et al., 2007). Hey family genes play multiple roles during embryogenesis, with expression in various cell types (Fischer et al., 2002; Nakagawa et al., 1999; Zhong et al., 2000). In the embryonic heart, *grl* is enriched in the myocardial compact zone, as well as weakly expressed in the trabecular region and ventricular endocardium (Jia et al., 2007; Miao et al., 2018). During murine heart development, *hey2* expression in myocardial compact zones and ventricular endocardium is regulated by Notch signaling (Miao et al., 2018), but its functional mechanisms remain unknown. In the adult zebrafish heart, we observed that *grl* expression is restricted to myocardial cells but not the endocardium or coronary vasculature. Notably, myocardial *grl* expression in the adult heart is reduced in response to heart damage. By contrast, Notch signaling is upregulated in endocardial and epicardial cells following injury, stimulating CM renewal in zebrafish (Zhao et al., 2019). Thus, the role of myocardial Grl in limiting heart regeneration is independent of endocardial Notch signaling. We observed that *grl* expression declines to the lowest level from 1 dpa to 3 dpa, increases to some extent at 7 dpa, and gradually restores from 14 dpa to 30 dpa. During regeneration, many factors that stimulate CM proliferation are induced after injury, which can counteract inhibitory factors such as Grl for CM proliferation. We believe that the spatiotemporal regulation of genome-wide networks enables CMs to regenerate after injury. Overall, the temporal expression patterns of *grl* are consistent with the functional model in which Grl negatively regulates CM proliferation during zebrafish heart regeneration. It is important to test whether murine *Hey2* expression is reduced following cardiac injury, and whether conditional *Hey2* deletion in mice can promote CM regeneration.

Smyd2 represents a novel class of KMTs and has been reported to methylate histone and non-histone substrates (Donlin et al., 2012; Gao et al., 2017; Li et al., 2017). Our studies identify a crucial role for Smyd2 during heart regeneration. However, Smyd2 is dispensable for cardiac development in mice (Diehl et al., 2010), suggesting that Smyd2 is required for injury-induced heart regeneration or functions in response to other cardiac stresses, consistent with our observations that zebrafish *smyd2* expression was not detectable in uninjured adult hearts. In addition to Stat3, Smyd2 methylates other non-histone substrates, including BMP receptor 2 (BMPR2), NF-κB and HSP90 (Donlin et al., 2012; Gao et al., 2017; Li et al., 2017). It is likely that Smyd2 has multiple methylation substrates during cardiac regeneration. It is important to assess whether Smyd2 regulates methylation of NF-κB or BMPR2 following injury. Alternatively, Smyd2 might methylate chaperone Hsp90 to promote interaction of the methyl-Hsp90-sarcomeric protein complex and myofilament organization during heart regeneration (Donlin et al., 2012). Future studies are warranted to investigate various methylation substrates of Smyd2 during cardiac regeneration, and to assess the extent to which methylation modulations play crucial roles during Grl-mediated transcriptional controls. The findings of such studies will reveal novel transcriptional regulations and various methylation controls that direct vertebrate heart regeneration, which will be relevant in developing strategies for regeneration interventions in humans.

## MATERIALS AND METHODS

### Zebrafish strains

WT zebrafish of the AB strain were used for generating *grl* mutants and various transgenic lines. Published transgenic lines used in this study included *Tg(cmlc2:mCherry)* (Palencia-Desai et al., 2011), *Tg(flk1:EGFP)* (Jin et al., 2005), *Tg(flk1:mCherry)* (Ren et al., 2013), *Tg(tcf21:nucEGFP)* (Wang et al., 2011) and *Tg(cmlc2:CreER)* (Kikuchi et al., 2010). The Institutional Animal Care and Use Committee at East China Normal University advises animal care and research.

### Generation of *grl* mutants

The *grl* mutants were generated using CRISPR/Cas9-mediated mutagenesis. *Cas9* capped mRNA was produced by *in vitro* transcription from a pGH-T7-zCas9 vector (Liu et al., 2014) using mMESSAGE mMACHINE T7 Transcription Kit (Ambion). The sgRNA target site of *grl* was designed via the CRISPRscan website. The sgRNA transcription template was PCR amplified and then transcribed using MAXIscript T7 Kit (Ambion). *Cas9* capped mRNA and sgRNA were co-injected into zebrafish embryos at the one-cell stage. The final concentrations of *Cas9* mRNA and sgRNA were 400 ng/µl and 30 ng/µl, respectively.

### Generation of *Tg(grl:EGFP)*, *Tg(grl:mCherry)* and *Tg(cmlc2:loxP-nlsmCherry-STOP-loxP-grl-EGFP)* zebrafish

To generate *Tg(grl:EGFP)* zebrafish, a 7.8 kb fragment containing the *grl* promoter sequence was amplified from BAC14 (Zhong et al., 2000) and cloned into the pCR-Blunt II-TOPO vector. A 2888 bp *tol2 3′end*-*tol2 5′end*-*EGFP* cassette was amplified from pT2KXIGΔin vector (Urasaki et al., 2006), discarding the original EF1p promoter. After verification of the *grl* promoter sequence, a 7.6 kb *grl* promoter fragment flanked by a 24-nucleotide overlap of *tol2 3′end*-*tol2 5′end*-*EGFP* cassette was amplified and assembled with this cassette using Gibson Assembly Master Mix (NEB). DNA construct (40 ng/µl) and Tol2 transposase mRNA (50 ng/µl) prepared from pCS-TP were co-injected into zebrafish embryos at the one-cell stage. To generate the *Tg(grl:mCherry)* line, the *EGFP* sequence in pT2KXIGΔin vector was replaced with the *mCherry* fragment. The methods used were the same as described above.

To generate the *Tg(cmlc2:nRSGG)* strain, full name as *Tg(cmlc2:loxP-nlsmCherry-STOP-loxP-grl-EGFP)*, the MultiSite Gateway Kit (Invitrogen) was used to simultaneously clone a *cmlc2*:*loxP-nlsmCherry-STOP-loxP* cassette, *grl* CDS fragment and *EGFP* fragment into the pDESTol2pA2 destination vector. The *cmlc2*:*loxp-nlsmCherry-STOP-loxp* cassette was flanked by *attB4* and *attB1r*. The *grl* CDS fragment was flanked by *attB1* and *attB2*. The *EGFP* fragment was flanked by *attB2r* and *attB3*. Three *attP*-containing donor vectors (pDONR P4-P1R, pDONR 221 and pDONR P2R-P3) were used in separate BP recombination reactions with the above-mentioned *attB*-containing PCR fragments to generate three entry clones. The three entry clones and the pDESTol2pA2 destination vector were used together in an LR recombination reaction between *attL*- and *attR*-flanked regions to create the *cmlc2:loxP-nlsmCherry-STOP-loxP-grl-EGFP* construct. The construct was co-injected with Tol2 transposase mRNA into one-cell stage embryos to generate transgenic lines, which were screened for nlsmCherry and then EGFP upon Cre-mediated recombination.

### Ventricular apex resection and chemical treatment

Zebrafish at 5-6 months of age were used for ventricular resection surgery as previously described (Poss et al., 2002). About 20% of ventricular muscle was excised from the ventricle apex after anesthesia as previously described (Poss et al., 2002). 4-HT (Sigma) was dissolved in ethanol to give a 20 mM stock solution. To induce expression of *grl* in adult zebrafish heart, *Tg(cmlc2:creER;cmlc2:nRSGG)* fish were incubated with 5 µM 4-HT for bath treatment for 2 days. After 24 hours, fresh 4-HT was prepared and added for an additional 24 h treatment. AZ505 ditrifluoroacetate (MCE) was dissolved in DMSO to give a 20 mM stock solution and diluted in aquarium water to 10 µM for bath treatment from 6 to 7 dpa. LLY-507 (MCE) was dissolved in DMSO to give a 10 mM stock solution and diluted in aquarium water to 5 µM for bath treatment from 6 to 7 dpa. DMSO (0.5‰) was used as a vehicle control for AZ505 and LLY-507 treatment.

### Fibrin and fibrotic scar analysis, *in situ* hybridization and immunofluorescence

Zebrafish hearts were fixed in 4% paraformaldehyde (PFA) at room temperature for 1 h. All histological experiments were performed using 10 µm cryosections. Acid fuchsin-orange G (AFOG) staining for fibrin and fibrotic scar analyses was performed as described (Poss et al., 2002). ISH was performed using digoxigenin-labeled RNA antisense probes as described (Lepilina et al., 2006). Probes were used at a concentration of 2 ng/µl diluted with hybridization buffer. The hybridization was performed overnight at 65°C. Detection was done using 1:5000 dilution of anti-digoxigenin-AP (Roche) and visualized by NBT/BCIP (Roche) substrate reacting at 37°C. Immunofluorescence was performed as described (Kikuchi et al., 2011). Cryosections were administrated with antigen retrieval at 98°C for 20 min (for PCNA staining), washed three times in PBS containing 0.1% Tween-20 and incubated in blocking buffer (3% BSA, 5% normal sheep serum, 1% DMSO, 0.1% Triton-X100, 0.1% Tween-20 in PBS) at 37°C for 30 min. The sections were incubated with primary antibody overnight at 4°C. After washing, the sections were incubated with secondary antibody for 2 h at 37°C and then mounted with Vectashield mounting medium (Vector laboratories) for imaging. Primary antibodies used in this study were as follows: anti-mCherry (Invitrogen; M11217; 1:200), anti-Mef2 (Santa Cruz; sc-313; 1:100), anti-MHC (DSHB; MF20; 1:200), anti-PCNA (Sigma; P8825; 1:200), anti-Raldh2 (ABclonal; A7503; 1:200), anti-α-actinin (Abcam; ab9465; 1:100), anti-α-actinin (Abcam; ab68167; 1:100), embCMHC antibody (DSHB; N2.261; 1:100) and anti-P-Stat3 (Santa Cruz; sc-8059; 1:100). Secondary antibodies used in this study were as follows: Alexa Fluor 555 goat anti-rat IgG (H+L) (Invitrogen; A-21434; 1:800), Alexa Fluor 594 goat anti-rabbit IgG (H+L) (Invitrogen; A-11012; 1:800), Alexa Fluor 488 goat anti-mouse IgG (H+L) (Invitrogen; A-11001; 1:800), Alexa Fluor 594 goat anti-mouse IgG (H+L) (Invitrogen; A-11005; 1:800) and Alexa Fluor 647 goat anti-mouse IgG (H+L) (Invitrogen; A-21235; 1:800).

To quantify regenerative status shown by AFOG staining at 30 dpa, we scored heart sections for regeneration, with ‘class 1’ indicating complete regeneration showing contiguous ventricle wall, ‘class 2’ indicating partial regeneration showing some collagen deposition and ‘class 3’ indicating a block in regeneration showing fibrin and collagen deposition. Multiple sections of each heart were scored according to these criteria.

To quantify CM proliferation index, four to six sections showing the largest injury area were selected from each heart, and images were taken using a 10× objective. The number of Mef2^+^ and Mef2^+^ PCNA^+^ cells were manually counted using ImageJ software within a defined region including almost all Mef2^+^ PCNA^+^ cells around the injury site (1344×384 pixel region of the 1388×1040 pixel images). The percentages of Mef2^+^ PCNA^+^ cells from all sections were averaged to determine a proliferation index for each heart.

### qPCR analysis

For cDNA synthesis using PrimeScript II 1st Strand cDNA Synthesis Kit (TaKaRa), 1 µg of total RNA extracted from ventricles was used. RT-qPCR was carried out on biological triplicates with SYBR Premix Ex Taq II (Takara) using a Roche LightCycler 480 II system. The relative expression levels of target genes were normalized to *β-actin* and quantified by the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001).

### RNA-seq and data analysis

Ventricles at 7 dpa were collected from 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* and *Tg(cmlc2:nRSGG)* animals, as well as *grl^5nt^*^−/−^ and WT sibling zebrafish. Six ventricles were pooled per biological replicate. Each group contained three biological replicates. Total RNAs of the ventricles were isolated using TRIzol Reagents (Life Technologies) and checked for a RIN number to inspect RNA integrity using the Agilent 2100 Bioanalyzer system (Agilent Technologies). Qualified total RNAs were further purified by RNAClean XP Kit (Beckman Coulter) and RNase-Free DNase Set (Qiagen). Libraries were constructed using the TruSeq RNA Sample Preparation Kit (Illumina) followed by a quality check with Qubit 2.0 Fluorometer (Invitrogen) and the Agilent 2100 Bioanalyzer system (Agilent Technologies), Sequencing was carried out on the Illumina HiSeq X Ten (Illumina) at Shanghai Biotechnology Corporation.

Sequenced raw reads were preprocessed using Seqtk to filter out rRNA reads, sequencing adapters, short-fragment reads and other low-quality reads to obtain clean reads for data analyses. Hisat2 (version 2.0.4) was used to map the clean reads to the zebrafish GRCz10 reference genome. After genome mapping, the mapped reads of genes were converted to FPKM (fragments per kilobase of exon model per million mapped reads) using Stringtie (version 1.3.0) (Pertea et al., 2016, 2015) for standardization of gene expression. The fold-changes of genes were calculated according to the FPKM in each sample. Genes with differential expression levels between samples were analyzed using edgeR (Robinson et al., 2010), with GO enrichment and KEGG pathway enrichment analyses.

### Transfection, ChIP and Luciferase assay

The Flag tag sequence fused with zebrafish *grl* CDS was ligated into the pEGFP-N1 vector. The plasmids were transfected into HEK 293T cells using Lipo 3000 Transfection Reagent (Invitrogen) as previously described (Ni et al., 2011). At 48 h after transfection, ChIP was performed using EZ-ChIP Kit (Millipore). HEK 293T cells were crosslinked with 1% formaldehyde for 10 min. After incubation with glycine to stop crosslinking, cells were rinsed in PBS and homogenized in SDS lysis buffer. Cell lysates were sonicated with a FS-300 Ultrasonic Processing apparatus. ChIP was then performed by using an antibody against Flag (mouse; Sigma) or a normal mouse IgG antibody (Millipore) as negative control, according to the manufacturer's instructions.

HEK 293T cells were cultured overnight at 8×10^4^ cells per well in 24-well plates. Firefly luciferase pGL3-*smyd2*-Fluc plasmid vector (0.5 µg) and *Renilla* luciferase pRL-TK plasmid vector (5 ng, as a normalization control) were co-transfected with different Grl mutant plasmids (0.5 µg) using 1 µl of Lipofectamine 2000 (Life Technologies) according to the manufacturer's protocol. Approximately 24 h later, cell lysates were collected and the firefly luciferase and *Renilla* luciferase activities measured using a Dual-Luciferase Reporter Assay System (Promega). The experiment was repeated three times.

### Western blot analysis for injured heart tissue

Ventricles from 4-HT-treated *Tg(cmlc2:creER;cmlc2:nRSGG)* and *Tg(cmlc2:nRSGG)* animals, as well as *grl^5nt^*^−/−^ and WT sibling zebrafish at 7 dpa were collected and homogenized with an electric homogenizer in cold RIPA lysis buffer (50 mM Tris pH 7.4, 150 mM NaCl, 1% Triton X-100 and 0.1% SDS) supplemented with proteinase inhibitors (Millipore) and phosphatase inhibitor cocktail (Apex Bio). The lysates were loaded into 12.5% SDS-PAGE after boiling for 5 min in SDS-PAGE sample loading buffer. Proteins were then transferred to PVDF membranes using a Trans-Blot Turbo Transfer System (Bio-Rad). Signals were detected by the Clarity Western ECL Substrate (Bio-Rad) and scanned using a ChemiScope series system (Clinx). Antibodies used for western blot in this study were as follows: anti-Smyd2 (Cell Signaling; #9734; 1:500), anti-P-Stat3 (Santa Cruz; sc-8059; 1:500), anti-Stat3 (Santa Cruz; sc-8019; 1:500), anti-methyl-lysine (Abbkine; ABM0060; 1:1000), anti-GAPDH (Abcam; ab181602; 1:10,000), anti-GAPDH (Abmart; M20006L; 1:4000), anti-actin (Sigma; A5441; 1:4000), anti-Flag (Sigma; 7425/1804; 1:4000), anti-Myc (HuaAn Biotechnology; R1208-1; 1:4000), anti-HA (Santa Cruz; sc-805; 1:4000), HRP-anti-rabbit IgG (Cwbio; CW0103S; 1:5000) and HRP-anti-mouse IgG (Cwbio; CW0102S; 1:5000).

### Co-IP assay

HEK 293T cells were transfected with pcDNA3-Flag-Stat3, pcDNA3-Myc-Smyd2a or pcDNA3-HA-Smyd2b plasmids and lysed 48 h later with IP lysis buffer (50 mM Tris-HCl pH7.5, 150 mM NaCl, 1% Triton X-100, 1 mM EDTA, 1× protease inhibitor cocktail and 1 mM DTT). The lysates were cleared by centrifugation at 13,600 ***g*** for 20 min at 4°C. The supernatants were diluted with binding buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 8% glycerol, 1 mM EDTA, 1× protease inhibitor cocktail and 1 mM DTT) to obtain a final Triton X-100 concentration of 0.2%, and then directly incubated with anti-Myc/HA-affinity beads for 4 h at 4°C. After centrifugation and washing three times with washing buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% Triton X-100, 1 mM EDTA, 1× protease inhibitor cocktail and 1 mM DTT), the protein-bead complexes were boiled in 1× SDS loading buffer and analyzed by western blot.

### Methylation and phosphorylation assay

For detection of methylation and phosphorylation of Stat3, HEK 293T cells were transfected with pcDNA3-Myc-Smyd2a, pcDNA3-HA-Smyd2b and pcDNA3-Flag-Stat3 as indicated. When inhibitors were used, cells were treated with AZ505 at different concentrations for 6 h before sample collection, whereas LLY-507 treatment was for 28 h. At 48 h post transfection, cells were washed with PBS twice and lysed in denaturing IP lysis buffer (150 mM NaCl, 0.1% NP40 or Triton X-100, 25 mM Tris-HCl, pH 8.0, 5 mM EDTA, 10% glycerol, 1% SDS, 1× protease inhibitor cocktail, 1× phosphatase inhibitor cocktail) and treated at 100°C for 20 min. The lysates were cleared by centrifugation at 13,600 ***g*** for 20 min. The supernatant was diluted with denaturing binding buffer without SDS to give a final SDS concentration of 0.1%, and then directly incubated with anti-Flag-M2-affinity beads (Bimake, Houston, TX) for 4 h. After extensive washing with IP washing buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.1% Triton X-100, 1 mM EDTA), the immunoprecipitated proteins were boiled in 1× SDS loading buffer and analyzed by western blot.

### Imaging

AFOG and ISH images were taken using a Nikon Eclipse Ni microscope with a Nikon Digital Sight DS-Ri1 camera. Immunostaining images were taken using a Zeiss Axio Observer.Z1 microscope, Zeiss LSM 710 confocal microscope and Andor Dragonfly 500 High Speed confocal microscope.

### Statistical analysis

GraphPad software was used to perform statistical analysis. Data were analyzed by the two-tailed Student's *t*-test and Chi-square tests. For the Student's *t*-test, data are represented as mean±s.e.m. and considered significant at *P*<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

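RNA from injured ventricles of 5-month-old zebrafish at 7 dpa was sequenced in 3 *grl 5nt-/-* and 3 WT sibling libraries of 6 pooled ventricles each. The series has 12 samples, of which 6 have columns in the table used; the samples that overexpress *grl* and their controls are not analysed here. Each column was matched to its sample, genotype and replicate by the letter given in the sample's label.

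The authors filtered the reads with Seqtk, mapped them to GRCz10 with Hisat2 (2.0.4) and computed FPKM (fragments per kilobase of exon model, scaled to the mapped reads) with Stringtie (1.3.0). The authors deposited 1 table with the count and the FPKM of each of 32105 genes in each library, with gene symbols and positions. Of these genes, 943 have no symbol and are given by their identifier. ENSDARG00000023759, ENSDARG00000068966 and ENSDARG00000104324 have a symbol there but are also given by their identifier. The deposited counts are whole numbers without normalization, and the deposited FPKM were used for filters, for 2 alternatives, for fold changes from mean FPKM, for gene lengths and where a mean FPKM is given. Of the identifiers, 26269 were also found in a table of zebrafish gene names, and the symbols of the deposited table were used. The total count per library ranged from 12520034 to 15006574, and a count of 3 was taken as the limit of detection, so a fold against a group at or below it is a lower bound. Such limits cover counting error only.

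Counts were normalized with TMM factors and tested with the quasi-likelihood functions of edgeR 4.0.16 in R 4.3.3, two-sided, over the 15602 genes kept by filterByExpr, with Benjamini-Hochberg adjustment. CPM use the same factors, and log2 CPM a prior count of 2. Gene lists were tested with camera in limma 3.58.1 (inter-gene correlation 0.01), two-sided, and adjusted over the 15 lists. The lists were cell cycle, heart contraction, cardiac muscle cell differentiation, amino acid biosynthesis, membrane lipid metabolism, innate immune response, extracellular matrix and fibrosis, Stat3 pathway, erythrocyte, endothelium, epicardium, atrium, outflow tract, exocrine pancreas and liver. A further list of liver genes was written for a test in the closing section. Single genes were compared with an exact permutation test, whose smallest p is 0.1 for 3 libraries against 3. Gene lengths were computed from the deposited count, total and FPKM of each gene.

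The genes named in the text are those the study names, the 5 with the largest rise and the 5 with the largest fall among genes with an adjusted p below 0.05, no overlap between the groups and a mean of at least 1 FPKM (2 rises passed), and at most 3 genes per list, those with the smallest p. The rule, the tests and their alternatives were set before the data were examined, apart from those said to be chosen later. *bcl2a*, *ccnd1* and *socs3b*, which the study names for its qPCR, were added to the named genes after the data had been seen. The alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter, a mean of at least 1 FPKM, limma on log2(FPKM + 1) or log2(FPKM + 0.1), the replicate number as a block, each library left out in turn, an adjusted p below 0.1, the fry test, and camera with an estimated correlation. Alternatives chosen after the data had been seen were a term for the split of the libraries by *mt-co1* reads, the exact test of edgeR, and fold changes from mean FPKM. E-box content upstream of genes is not analysed here.

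The scripts were tested on simulated counts in 5 rounds, each with 200 genes changed 4-fold. With libraries of unequal size only, the edgeR test recovered 72.3% of the changed genes that were tested, with 5.95% of its calls false, and DESeq2 recovered 83.4% with 19.1% false. With the measured split of the libraries added to the simulated counts, the edgeR test recovered 44.3% with 0% of calls false, DESeq2 recovered 50.8% with 0.436% false, and the fit with a term for the split recovered 88.7% with 18.5% false, above the 5% aimed at.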

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

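The tests of the 10 genes by their neighbours, by the split of the libraries and by their positions, and that of *ftr72* by the split, were chosen, or their measure was changed, only after the result had been seen; the test of *ftr72* against other *ftr* genes was set before its result was seen.

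Outside the genes that the paper discusses, 10 genes had at least 10 counts in every WT library and 0 in every *grl 5nt-/-* library, and no gene had the reverse pattern. Any other split of the 6 libraries into groups of 3 gave at most 2 such genes in 1 direction. The genes, named after their values were seen, lie at 7 loci: *ggact.1*, *ggact.2* and *ggact.3* on chromosome 1, si:dkey-23c22.9 and ENSDARG00000089901 on chromosome 8, and ENSDARG00000104324, ENSDARG00000039900, si:dkey-248g21.1, FO818712.1 and CABZ01048402.1 at 1 locus each. *ggact.2* had 116, 87 and 190 counts in the WT libraries and was at least 34.4-fold lower in the mutants, and the bounds of the other genes ranged from 3.53-fold for CABZ01048402.1 to 22.3-fold for ENSDARG00000089901. Reads counted on an adjoining gene instead are argued against, since genes within 20 kb gained at most 0.332 of the CPM lost at a locus (4.59 of 13.8 CPM, at the ggact genes). The split of the libraries by *mt-co1* reads is argued against as well, since only 3 genes were at 0 on one side of it and at 10 counts or more in every library of the other. A strain or family variant against the reference stays open: 5 of the 10 genes had another of them within 100 kb, where 10000 random lists matched on mean count gave at most 4 (permutation p = 1e-04, the smallest they can give), but tandem gene families under shared control would lie the same way. The paper used fish of the AB strain to make the mutants and calls the controls WT siblings, but it does not describe the parents of the sequenced fish. A variant that came with the family of the mutants may therefore explain these genes. It cannot be told apart from an effect of the *grl* mutation. The same limit applies to *mhc2dab* and ENSDARG00000068966, which had 1 or 2 counts in each mutant library.

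*ftr72*, which the paper does not discuss, was higher in each *grl 5nt-/-* library than in each WT library, with a log2 fold change of 2.18 (SE 0.27, adjusted p = 0.0399, edgeR's quasi-likelihood test). Its adjusted p ranged from 5.99e-09 to 0.290 over the alternatives. The split of the libraries is argued against, since within its sides the log2 difference between the genotypes was 2.17 and 1.96. Reads shared between paralogs stay open: *ftr72* gained 7.77 CPM while 68 other *ftr* genes together fell by 45.3 CPM, 54 of them being lower, so their loss was 5.83 times its gain. The counts do not say which of these reads map to more than 1 gene, so a shift of reads between paralogs may contribute and cannot be told apart from a rise of *ftr72* with the genotype.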

How the results depend on the processing

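The tests and alternatives were set before the data were examined, except the term for the split of the libraries by *mt-co1* reads, the exact test of edgeR and fold changes from mean FPKM, which were chosen after the data had been seen. The alternatives for E-box content and for the libraries that overexpress *grl* were not run, since neither is analysed here.

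The number of genes with an adjusted p below 0.05 was 12 (3 higher, 9 lower) and changed with most alternatives. It was 242 with DESeq2 (103 higher, 139 lower), 39 without a filter (11 higher, 28 lower), 4 with a mean of at least 1 FPKM (0 higher), 5 with limma on log2(FPKM + 1) (0 higher), 23 at an adjusted p below 0.1, 241 with the term for the split (102 higher, 139 lower) and 244 with the exact test of edgeR (91 higher, 153 lower). It ranged from 3 to 30 across the 6 fits that each left out one library, with 3 without *grl 5nt-/-* replicate 2 or 3, 5 without WT replicate 1 or 2, and 30 without WT replicate 3 or *grl 5nt-/-* replicate 1. All of the 12 genes were among those of DESeq2, no filter, the term for the split and the exact test; 4 were among those of limma, and the 4 genes with a mean of at least 1 FPKM all belonged to the 12. With DESeq2 size factors in edgeR the same 12 genes passed, and with limma on log2(FPKM + 0.1) 12 genes passed, 6 of them shared. On counts simulated with the measured split, the fit with the term for the split recovered 88.7% of the changed genes with 18.5% of calls false, the edgeR fit without it 44.3% with 0% false, and DESeq2 50.8% with 0.436% false. The cause of the other changes was not tested.

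The number of genes past a fold change of 1.5 and an unadjusted p below 0.05 was 1541 (38.5% higher). It was 2345 without a filter (where 24862 genes were tested), 980 with limma on log2(FPKM + 1) (17.2% higher), and 12 with an adjusted p. Leaving out 1 library gave from 791 (without WT replicate 2) to 4068 (without *grl 5nt-/-* replicate 1), with 3540 without WT replicate 3. The Fig. 4D genes past this criterion numbered 12, and between 10 and 15 under each alternative. The median log2 fold change of all genes was -0.05 in the edgeR fit, -0.10 without a filter, and -0.21 and -0.33 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), and the limma values as a whole lie lower for this reason.

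The number of gene lists with an adjusted p below 0.05 was 7, and it was 1 with fry (epicardium) and 0 with an estimated correlation, where the lowest adjusted p of any list was 0.375. It was 9 without a filter, 8 with DESeq2, with a mean of at least 1 FPKM and with limma under both pseudocounts, and 6 with DESeq2 size factors in edgeR. It ranged from 3 to 7 with 1 library left out, the 3 without WT replicate 1, and the cause was not tested. The endothelium list, with a median of 0.04, reversed to -0.0105 with a mean of at least 1 FPKM, -0.23 with limma under both pseudocounts (-0.227 and -0.233), -0.0242 with the term for the split, and ranged from -0.0123 (without WT replicate 1) to 0.135 with 1 library left out. The outflow tract list (0.23) reversed to -0.07 with limma under both pseudocounts (-0.0682 and -0.0742). With 1 library left out it ranged from 0.0253 (without *grl 5nt-/-* replicate 3) to 0.41 (without *grl 5nt-/-* replicate 2, adjusted p = 0.0226, camera). The liver list (0.18) reversed to -0.19 and -0.30 with limma, to -0.29 with the term for the split, and ranged from -0.44 (without *grl 5nt-/-* replicate 3) to 0.66 with 1 library left out. It was higher without a filter (1.18, adjusted p = 0.0491, camera) and with a mean of at least 1 FPKM (0.97, adjusted p = 0.744, camera). The heart contraction list (-0.12) ranged from -0.11 to 0.0426 (without WT replicate 1) with 1 library left out, and was -0.41 with limma under both pseudocounts. The limma values are to be read against the medians of all genes, -0.21 and -0.33, above which the outflow tract and liver lists lay under both pseudocounts. The cause of the other reversals was not tested.

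The log2 fold change of *smyd2b* was 1.45 with an adjusted p of 0.151, and it kept its direction under each alternative. Besides the replicate block, treated on its own in the last paragraph, its adjusted p fell below 0.05 with DESeq2 (1.50, adjusted p = 0.000576), the term for the split (1.31, adjusted p = 0.0171) and the exact test of edgeR (1.449, adjusted p = 0.000746), and over all the alternatives set in advance it ranged from 0.000576 to 0.529. *hey2* kept its direction and stayed above an adjusted p of 0.05 under each alternative, with log2 fold changes from 0.31 to 0.79 under those set in advance. *nkx2.5* (0.10) reversed to -0.21 with limma under both pseudocounts (-0.20997 and -0.212) and ranged from -0.0338 (without *grl 5nt-/-* replicate 2) to 0.25 with 1 library left out, its limma values being no lower than the shift of all genes. *ccnd1* (-0.14) reversed to 0.0399 with the term for the split and ranged from -0.34 to 0.0296 (without *grl 5nt-/-* replicate 2, and 0.0291 without WT replicate 1) with 1 library left out. *socs3b* (0.02) reversed to -0.0390 with a mean of at least 1 FPKM, to -0.30 and -0.34 with limma and to -0.47 with the term for the split, and ranged from -0.20 (without *grl 5nt-/-* replicate 2) to 0.48 (without WT replicate 3) with 1 library left out; the cause was not tested. Of the other comparisons under alternatives set in advance, other than leaving out libraries, single genes lost an adjusted p below 0.05 in 8 and gained it in 9, and lists lost it in 15 and gained it in 7. With 1 library left out, single genes lost it in 14 and gained it in 0, and lists lost it in 9 and gained it in 1. The alternatives chosen later lost none for single genes and gained 8, and for lists lost 1 and gained 1.

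Whether the replicate numbers pair the libraries cannot be told from the counts. The deviations of same-numbered libraries from their group means had correlations across genes of 0.593, -0.338 and 0.385 for replicates 1, 2 and 3. These signs follow the split by *mt-co1* reads, with replicate 2 alone having its libraries on opposite sides, so they cannot decide it. With the replicate number as a block, 132 genes had an adjusted p below 0.05 (45 higher, 87 lower), the 12 among them, 2550 passed the criterion of Fig. 4D, and *smyd2b* had a log2 fold change of 1.45 (1.4476, adjusted p = 0.0146); *socs3b* reversed to -0.04 (-0.0446). Replicate 1 holds 2 libraries without *mt-co1* reads and replicate 3 holds 2 with them, so the block also takes up part of the split. The depth limits *smyd1a* and *heyl*, whose counts were too low for the test.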

Differences from the paper's values

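Each of the paper's values given here comes from qPCR on injured ventricles, whereas the values set beside them are ratios of mean TMM-normalized CPM from RNA-seq, so the assays differ. For *smyd1a* the ratio of mutant to WT was 1.79 against the paper's about 4.2 (Fig. 4E, read by eye), from 5 to 10 counts per library, and none of the alternatives set before the data were examined closed the gap. For *smyd2a* it was 0.809 against the paper's about 1.5 (Fig. 4E, read by eye), and none of those alternatives closed the gap. For *smyd2b* it was 2.73 against the paper's about 1.5 (Fig. 4E, read by eye); from FPKM, the values used in both limma settings, the ratio was 2.20 and within the limits set for a difference, and under the other alternatives set before the data were examined it remained above them.

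For the Stat3 target genes the ratio was 0.746 for *bcl2a* against the paper's about 2.1, 0.906 for *ccnd1* against the paper's about 1.6, and 1.01 for *socs3b* against the paper's about 2.0 (Fig. 7J, read by eye). None of the alternatives set before the data were examined closed the gap for *bcl2a* or *ccnd1*. For *socs3b* the ratio was 1.39 without WT replicate 3, within the limits set for a difference, and no other of those alternatives closed the gap.

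Of the genes that Fig. 4D shows as higher in the mutants, *ctrb1*, CABZ01080372.1 and si:zfos-911d5.4 were higher but did not pass its criterion in the edgeR fit. DESeq2, the fit without mutant replicate 1 and the exact test of edgeR, chosen after the data had been seen, called all 3. *ctrb1* and si:zfos-911d5.4 were also called with DESeq2 size factors in edgeR, and *ctrb1* and CABZ01080372.1 without a filter, with the replicate block, without WT replicate 3 and with the term for the split of the libraries, chosen after the data had been seen. CABZ01080372.1 was called with limma on log2(FPKM + 1), and *ctrb1* and CABZ01080372.1 with limma on log2(FPKM + 0.1).

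The paper states that expression of *smyd2a* is very low, without showing data; here its mean FPKM was 11.1 in WT ventricles, against 4.67 for *smyd2b*. The paper's text ties heart contraction and cardiac muscle cell differentiation to genes increased in the mutants (Fig. 4C). For the immune response its text reports an enrichment without giving a direction, and the term is listed in Fig. 4C. Here the lists for these 3 processes, in this order, had medians of -0.12, -0.27 and -0.60. No alternative set before the data were examined gave any of the 3 lists an adjusted p below 0.05 with a positive median. The lists are not the GO terms of the paper, and an enrichment among increased genes can stand beside a lower median of a whole list. The paper finds *nkx2.5* expression raised at wound edges in mutant hearts by another assay; in RNA of whole ventricles its log2 fold change was 0.10 (SE 0.22, adjusted p = 0.834, edgeR's quasi-likelihood test).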

Other observations

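The tests of the library split by library size, by the most abundant genes and by blood, of the mitochondrial genes, of *smyd2b*, the cell cycle list and the erythrocyte list by the split or by blood, of *ctrb1* and of the liver genes, and the splits for the 2 counts of genes were chosen, or their measure was changed, only after the result had been seen.

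The largest difference between the libraries was not between the genotypes but between WT replicates 1 and 2 with *grl 5nt-/-* replicate 1, which had no read on *mt-co1*, and the other 3 libraries. Of the 10 splits of the 6 libraries into groups of 3, 2 gave as many genes with an adjusted p below 0.05 as the real one (edgeR): the real one and the split by *mt-co1* reads, which gave 5782 genes. The same 2 splits gave as many genes past a fold change of 1.5 and an unadjusted p below 0.05, with 5988 for the split by *mt-co1* reads. With a term for that split, the genotypes differed in 241 and 1747 genes. The real split alone, 1 of 10, gave as many of the Fig. 4D genes past the criterion (12, against at most 6) and as many gene lists (7, against at most 4). The study chose the Fig. 4D genes for being higher in the mutants of these same libraries, so their count had to be highest for the real split and is no evidence against chance. For the lists, a share of 1 in 10 is the smallest that this design can give. Library size is argued against, since the totals of all 3 libraries without *mt-co1* reads lay inside the range of the others. Gene length bias is argued against as the whole cause, since the first principal component still separated the sides with 58.3% of the variance after a trend with gene length was taken out of each library, keeping 89.4% of its size; the difference between the sides did go with gene length across genes (Spearman's rho -0.279). A few genes taking most of the counts stay open as a part of the cause. The 100 most abundant genes held from 33.85% to 37.97% of the counts in the libraries without *mt-co1* reads. In the others they held from 44.87% to 46.41%. With counts scaled to plain totals, 6842 other genes differed between the sides (edgeR, adjusted p below 0.05), and 285 of them (4.17%) moved against the direction this would give, just under the limit of 5% set before the test was run. Under this scaling the other genes shifted together (median log2 difference -0.56). Few could then move against that direction whatever the cause, so this test cannot decide. TMM takes out a shift shared by all genes, and the 5782 genes above were counted after it. That argues against such a shift as the whole difference. More blood in some libraries stays open as a cause. The erythrocyte list moved by a median log2 of 0.87 between the sides, and the medians of 12 lists other than blood, liver and pancreas moved apart by up to 1.23. A range over 12 lists tends to exceed the shift of a single list, so this comparison cannot decide. A first version of this test, on 5 lists of other cell types alone, gave 0.731, less than the erythrocyte list. A difference in how the libraries were prepared or processed, or in the state of the ventricles, may underlie the split; neither the paper's text nor the labels name a batch, and no biological explanation was tested.

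Reads on the 5 adjoining mitochondrial genes from *mt-co1* to *mt-co3* were given almost entirely to 1 gene per library, with at least 96.8% on *mt-atp6* in WT replicates 1 and 2, on *mt-co3* in *grl 5nt-/-* replicate 1 and on *mt-co1* in the other 3. This fits reads of adjoining genes being given to 1 gene per library only in part: the prediction written for the test was that the total over all mitochondrial genes would differ little, and that total ranged from 2.44% (WT replicate 1) to 6.46% (*grl 5nt-/-* replicate 2) of the counts. The share on 1 gene nevertheless suggests that single mitochondrial genes are not comparable between these libraries. The region itself held from 0.995% (WT replicate 2) to 5.16% (*grl 5nt-/-* replicate 2) of the counts, so a real difference in mitochondrial RNA between the libraries stays open.

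The rise of *smyd2b* does not follow the split, since the log2 difference between the genotypes was at least 1.24 on each side of it, nor gene length, since its log2 fold change lay at percentile 99.6 of the 500 genes nearest in length. *hey2* and *smyd2b* are both on chromosome 20, at 39686262 and 582190. Of the genes within 5 Mb of *hey2*, 12.7% (14 of 110) passed the criterion of Fig. 4D, against 9.86% elsewhere (Fisher's exact test, two-sided, p = 0.333), and within 5 Mb of *smyd2b* 13.8% did (12 of 87, Fisher's exact test, p = 0.208). No clear cluster of changed genes was seen. The windows count *hey2* and *smyd2b* themselves, and the tests have little power against that background. They therefore cannot exclude variants linked to the mutated locus. From these libraries alone, an effect of the *grl* mutation remains a hypothesis for *smyd2b*. Chance remains open in them, as 3 libraries per genotype cannot give a share of splits below 1 in 10. The paper's other evidence was not examined here. It reports higher *smyd2b* in injured mutant hearts by qPCR and in situ hybridization (Fig. 4E,H,I), and reporter and ChIP assays of the *smyd2* promoter (Fig. 5C-E).

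The cell cycle list stayed higher with a term for the split, with a median log2 fold change of 0.497, which argues against the split as the whole cause. The other lists had the following medians, tested with camera and adjusted over the 15 lists, with the genes of smallest p named. The Stat3 pathway list was lower (-0.43, 4 of 17 genes higher, adjusted p = 0.0127), led by *cebpb*, *il11a* and *junba* (-1.34, -2.61 and -1.12), and its adjusted p was 0.253 without WT replicate 3 and 0.172 without *grl 5nt-/-* replicate 1. The atrium list was lower (-0.66, 1 of 7 genes higher, adjusted p = 0.00999), led by *nr2f1a* and *smtnl1* (-1.02 and -1.10), with an adjusted p of 0.0533 without WT replicate 3. The epicardium list, led by *tbx18* (-1.32), had a median of -0.51 (3 of 11 genes higher, adjusted p = 0.0788) and an adjusted p of 0.0425 under fry. With 1 library left out its median ranged from -0.46 to -0.30, with an adjusted p above 0.05 in each fit. Camera gave it 0.0465 with DESeq2, 0.0262 with a mean of at least 1 FPKM and 0.0184 with the term for the split. With limma on log2(FPKM + 1) and log2(FPKM + 0.1) the adjusted p was 0.0106 and 0.0318. It stayed above 0.05 with DESeq2 size factors in edgeR, no filter, the replicate block and an estimated correlation. The extracellular matrix and fibrosis list had a median of -0.07 (10 of 24 genes higher, adjusted p = 0.714), with *vcana* at -1.44. The endothelium and outflow tract lists had medians of 0.04 and 0.23 (9 of 17 and 7 of 12 genes higher, adjusted p = 0.579 and 0.117), and both medians turned negative with limma on FPKM. No single gene named here had an adjusted p below 0.05 (edgeR), and the lowest was 0.151, for *cebpb*.

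The erythrocyte list was higher in the mutants (0.53, 10 of 12 genes higher, camera adjusted p = 0.00999), led by *urod* (0.78), with a median of 1.19 without WT replicate 3 and of 0.23 (adjusted p = 0.0580) without WT replicate 1. More blood in the mutant libraries would raise the hemoglobin genes, which hold 76.9% of the counts of the list; the 3 tested had a median of 0.361 and the 9 other genes 0.738. The adjusted p of each hemoglobin gene was at least 0.754 (edgeR's quasi-likelihood test). With a term for the split the medians were 0.06 and 0.54; the spread of the hemoglobin genes is too wide to decide, so more blood may contribute and cannot be told apart from a change of erythrocyte genes with the genotype.

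*ctrb1* is a gene of the exocrine pancreas, but pancreas RNA in the libraries is argued against as the source of its counts, since 15 of 16 other pancreas genes had a mean count under 0.1 of its own, the exception being *cpa5* with a mean count of 234. The exocrine pancreas list had a median of 0.68 over 4 tested genes (3 higher, camera adjusted p = 0.0432), led by *ela2* (1.76), and an adjusted p of 0.219 without *grl 5nt-/-* replicate 1. Its median was 0.40 without WT replicate 1 (camera adjusted p = 0.0682) and 1.06 without WT replicate 3. The adjusted p was 0.0545 with DESeq2 size factors in edgeR and 0.0592 with the term for the split. Over the alternatives set in advance, the adjusted p of this list ranged from 0.00252 to 0.375. The liver list had a median of 0.18 over 5 tested genes (3 higher, camera adjusted p = 0.895), with *apoa1b* at 1.41, and it was -0.44 without *grl 5nt-/-* replicate 3. Of 18 liver genes with at least 3 counts in some library, 13 had their highest CPM in *grl 5nt-/-* replicate 3. In a further list of liver genes, 11 of 20 did, and 11 of 19 without *c3a.1*, which had been seen in the innate immune list. Random lists matched on total count gave a mean of 3.00 and 2.81 and at most 9 and 10 (permutation p = 1e-04 for both, the smallest that 10000 lists can give), which suggests that traces of liver RNA may be in that library. The amounts are small: *fabp10a* had 136 counts there and between 21 and 80 in the other libraries, and *apoa2* had 104 against at most 25. Not all of the 11 had their highest count there: *kng1* had 142 counts, against 169 in WT replicate 1. Genes such as *rbp4*, with 20428 counts there and 20587 in WT replicate 3, are also expressed in these ventricles. No biological explanation was tested.

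For genes that the paper follows with other assays, the RNA-seq values were as follows (log2 fold change with SE and adjusted p from edgeR's quasi-likelihood test). *smyd1b* changed by 0.78 (SE 0.34, adjusted p = 0.471), *hey1* by 0.74 (SE 0.46, adjusted p = 0.554), *pcna* by 0.79 (SE 0.29, adjusted p = 0.419) and *stat3* by -0.57 (SE 0.43, adjusted p = 0.590). *bcl2a*, *ccnd1* and *socs3b* changed by -0.42, -0.14 and 0.02 (SE 0.58, 0.28 and 0.45, adjusted p = 0.750, 0.818 and 0.986). With 1 library left out, *bcl2a* ranged from -1.10 to -0.012, *stat3* from -1.09 to -0.30 and *hey1* from 0.53 to 1.32. The ranges were 0.55 to 1.09 for *smyd1b* and 0.54 to 1.06 for *pcna*. *heyl* had from 3 to 11 counts per library and *smyd1a* from 5 to 10, and neither was tested.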
